# The exon junction complex is required for definition and excision of neighboring introns in *Drosophila*

**DOI:** 10.1101/gad.245738.114

**Published:** 2014-08-15

**Authors:** Rippei Hayashi, Dominik Handler, David Ish-Horowicz, Julius Brennecke

**Keywords:** Piwi–piRNA pathway, SR proteins Acinus and RnpS1, exon junction complex, intron definition, splicing, transposon silencing

## Abstract

Splicing of pre-mRNAs results in the deposition of the exon junction complex (EJC) upstream of exon–exon boundaries. The EJC plays crucial post-splicing roles in export, translation, localization, and nonsense-mediated decay of mRNAs. It also aids faithful splicing of pre-mRNAs containing large introns, albeit via an unknown mechanism. Here, we show that the core EJC plus the accessory factors RnpS1 and Acinus aid in definition and efficient splicing of neighboring introns. This requires prior deposition of the EJC in close proximity to either an upstream or downstream splicing event. If present in isolation, EJC-dependent introns are splicing-defective also in wild-type cells. Interestingly, the most affected intron belongs to the *piwi* locus, which explains the reported transposon desilencing in EJC-depleted *Drosophila* ovaries. Based on a transcriptome-wide analysis, we propose that the dependency of splicing on the EJC is exploited as a means to control the temporal order of splicing events.

## Abstract (precis)

The exon junction complex (EJC) plays a central role in controlling RNA fate and aids faithful splicing of pre-mRNAs containing large introns via an unknown mechanism. Brennecke and colleagues show that the core EJC plus the accessory factors RnpS1 and Acinus aid in the definition and efficient splicing of neighboring introns. Interestingly, the most highly affected intron belongs to the *piwi* locus, which explains the reported transposon desilencing in EJC-depleted *Drosophila* ovaries. Based on transcriptome-wide analysis, the authors propose that the dependency of splicing on the EJC is exploited to control the temporal order of splicing events.

Expression of protein-coding genes involves a series of interlinked and interdependent molecular events, including nuclear steps such as pre-mRNA transcription, intron removal via splicing, 5′ and 3′ modifications, and export, followed by cytoplasmic events such as mRNA translation and degradation. A central factor connecting nuclear pre-mRNA maturation to mRNA fate is the exon junction complex (EJC), a multisubunit protein complex that is deposited ∼24 nucleotides (nt) upstream of individual exon–exon boundaries after splicing (Le Hir et al. 2000a).

Assembly of the EJC on an RNA depends on tight RNA binding of a trimeric nuclear complex of the sequence-independent DEAD-box RNA clamp eIF4AIII and a heterodimer of Mago and Y14/Tsunagi (Tsu) (Shibuya et al. 2004; Gehring et al. 2009). Upon nuclear mRNA export to the cytoplasm, these three factors recruit a fourth EJC core component, Barentsz (Btz)/MLN51 (Degot et al. 2004).

The EJC is a binding platform for several peripheral factors, which provide mechanistic links to various processes in mRNA fate control (Tange et al. 2004; Bono and Gehring 2011). Among these are the nuclear mRNA export factors UAP56, REF/Aly, and TAP/NFX1:p15 (Kataoka et al. 2000; Luo et al. 2001); the nonsense-mediated mRNA decay factor Upf3 (Gehring et al. 2003); and the ASAP complex (Acinus [Acn], RnpS1, and SAP18), whose subunits have been individually implicated in mRNA quality control, pre-mRNA splicing, and transcriptional regulation (Zhang et al. 1997; Mayeda et al. 1999; Schwerk et al. 2003; Sakashita et al. 2004).

Most molecular processes that depend on the EJC are post-splicing events. However, the EJC core also interacts with proteins implicated in splicing (e.g., the splicing coactivators/alternative splicing factors SRm160 and Pinin) (Le Hir et al. 2000b; Li et al. 2003), suggesting that the EJC plays a direct role in splicing itself. Indeed, the nuclear EJC core factors eIF4AIII, Mago, and Tsu, together with RnpS1, are required for the faithful splicing of several *Drosophila* pre-mRNAs harboring large introns, often encoded at heterochromatic gene loci (Ashton-Beaucage et al. 2010; Roignant and Treisman 2010). Loss of the EJC results in frequent exon skipping and reduced mRNA levels, the most prominent example being the ERK-encoding *rolled* transcript.

It is unclear how the EJC facilitates splicing mechanistically—in particular, whether the EJC aids splicing of neighboring introns after it has been deposited at flanking spliced junctions or whether individual EJC subunits directly facilitate splicing independently of their assembly into an EJC.

Here, we demonstrate that the nuclear EJC core factors Mago, Tsu, and eIF4AIII and the peripheral EJC components RnpS1 and Acn are essential for the accurate transcript splicing of *piwi*, which encodes an essential component of the ovarian defense pathway for transposable element (TE) silencing in *Drosophila*. We show that the nuclear EJC is required for splicing of *intron4* of *piwi* and that expression of *piwi* transcripts lacking this intron is EJC-independent. In the absence of the EJC recruited to a flanking exon–exon junction, *intron4* is inefficiently spliced, even in wild-type cells. A transcriptome-wide analysis reveals that several other mRNAs also exhibit an intron retention phenotype upon EJC depletion, indicating that the EJC facilitates the removal of adjacent/nearby introns with suboptimal splicing characteristics.

## Results

### The nuclear EJC is required for transposon silencing in ovaries

TE silencing in *Drosophila* ovarian tissues in both the germline and associated soma is mediated by the piRNA pathway, a small RNA silencing system. Three Argonaute proteins of the PIWI clade (nuclear Piwi and cytoplasmic Aubergine and AGO3) are at its core. Each is bound to a population of 22- to 30-nt single-stranded piRNAs that act as sequence-specific guides to identify complementary targets for their transcriptional and post-transcriptional silencing (Senti and Brennecke 2010; Siomi et al. 2011).

Recent reverse genetic screens have begun to identify the genetic framework of the *Drosophila* piRNA pathway (Czech et al. 2013; Handler et al. 2013; Muerdter et al. 2013). Besides factors involved in piRNA biogenesis or piRNA-mediated silencing, several unexpected players were identified. Among these are components of the EJC, whose depletion results in desilencing of piRNA pathway repressed TEs.

We retested 15 annotated core and peripheral EJC factors for a role in ovarian TE silencing. Using tissue-specific RNAi (Dietzl et al. 2007; Ni et al. 2011), we depleted individual factors in either germline tissue (which comprises accessory nurse cells interconnected with each other and with the oocyte) or the overlying somatic follicular epithelium (Fig. 1A,B; Materials and Methods). piRNA pathway integrity was monitored with *lacZ* reporter transgenes that are repressed by the pathway in wild-type cells (Fig. 1C,D) and via quantitative RT–PCR (qRT–PCR) to measure steady-state RNA levels of marker TEs (Fig. 1E,F; Materials and Methods). For both assays, depletion of the essential piRNA biogenesis factor Armitage (Armi) served as positive control.

**Figure 1.**
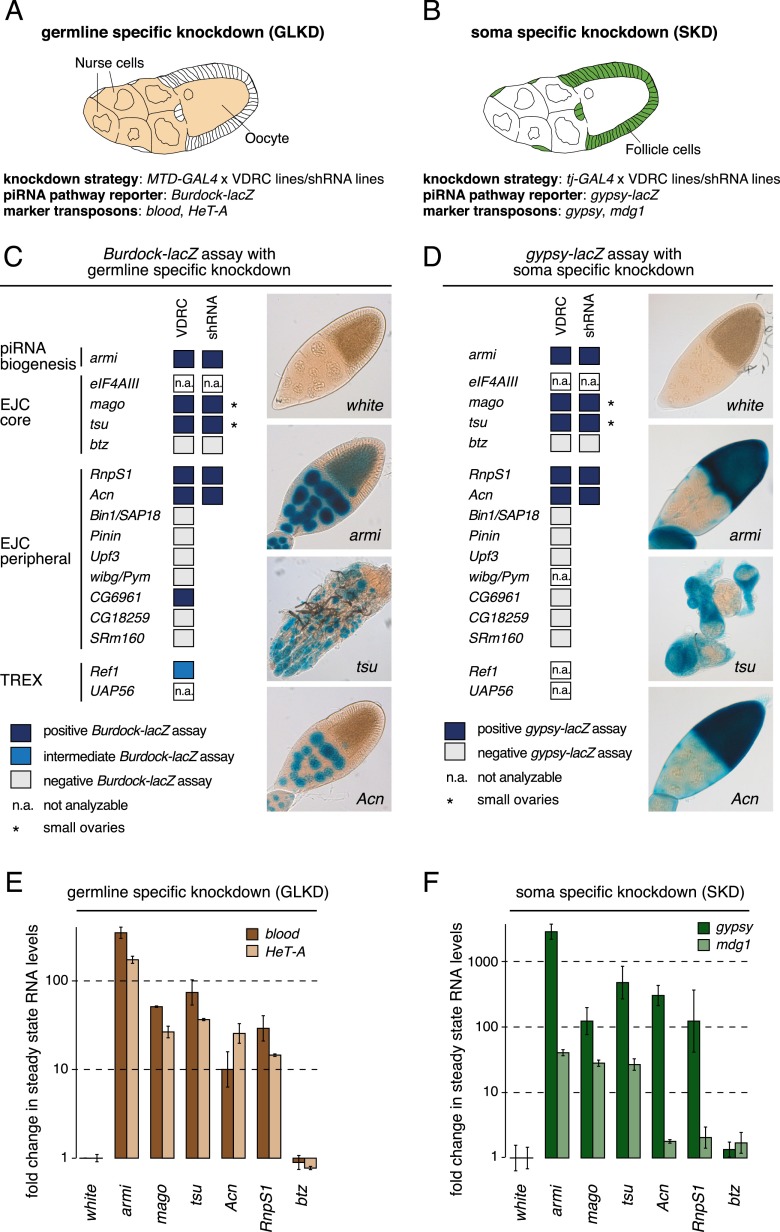
The EJC is required for transposon silencing in ovarian soma and the germline. (*A*,*B*) Cartoons of *Drosophila* egg chambers to illustrate the tissue-specific gene depletions in germline (*A*) or somatic (*B*) cells. The affected cell types (colored), knockdown strategies, TE reporters, and marker TEs expressed in the respective tissues are indicated. (*C*,*D*) The results of the TE reporter assays upon germline (*C*) or soma (*D*) knockdown of EJC factors. Defective TE silencing is reflected by *lacZ* expression (blue). The depletion of EJC core factors *mago* and *tsu*, but not *btz*, as well as the depletion of peripheral factors *RnpS1* or *Acn* consistently leads to *lacZ* expression in both soma and the germline. Stained egg chambers of representative phenotypes are shown: *white* for no staining, *tsu* for strong staining but abnormal morphology, and *Acn* for strong staining and no morphological defects. Knockdown of piRNA biogenesis factor *armi* served as control. (*E*,*F*) Fold changes in steady-state RNA levels of endogenous TEs in ovaries upon depletion of the indicated genes in the germline (*E*) or soma (*F*). RNA levels are normalized to *rp49* levels, and values indicate averages of three biological replicates relative to control knockdowns; error bars indicate standard deviation. The depletion of EJC core factors (*mago* and *tsu*) and peripheral factors (*RnpS1* and *Acn*) causes strong TE derepression almost comparable with *armi* depletions.

Only the EJC core factors Mago and Tsu and the peripheral factors RnpS1 and Acn give strong, consistent derepression of the reporters and endogenous TEs in both the ovarian germline (*blood* and *HeT-A*) (Fig. 1C,E) and somatic cells (*gypsy* and *mdg1*) (Fig. 1D,F). Depletion of the core EJC factor eIF4AIII prevents ovarian development entirely and could not be evaluated. Importantly, depletion of the cytoplasmic core EJC factor Btz does not result in any observable TE derepression.

Similar results were obtained in cultured ovarian somatic stem cells (OSCs), which are also subject to piRNA-mediated silencing of TEs (Niki et al. 2006; Saito et al. 2009). RNAi-mediated depletion of Mago, Tsu, RnpS1, and Acn, but not of Btz, causes derepression of *gypsy* (Supplemental Fig. S1). Together, our results suggest an involvement of the nuclear EJC plus the factors RnpS1 and Acn in the ovarian piRNA pathway.

### The EJC is required for a post-transcriptional step in piwi expression

To place the EJC into the hierarchy of the piRNA pathway (illustrated in Fig. 2A), we took advantage of the observation that defects in piRNA biogenesis (e.g., loss of Armi) cause severe reductions in Piwi protein levels, presumably because unloaded Piwi is unstable (Fig. 2C; Olivieri et al. 2010; Saito et al. 2010). Interestingly, depletion of Mago, Tsu, RnpS1, or Acn, but not Btz, also causes a strong reduction of Piwi levels in soma and the germline (Fig. 2C,D [see also B for a summary of knockdown strategies]). The clonal knockdown approach in somatic cells allowed us to show that the other nuclear EJC core factor, eIF4AIII, is also required for Piwi accumulation (Fig. 2C).

**Figure 2.**
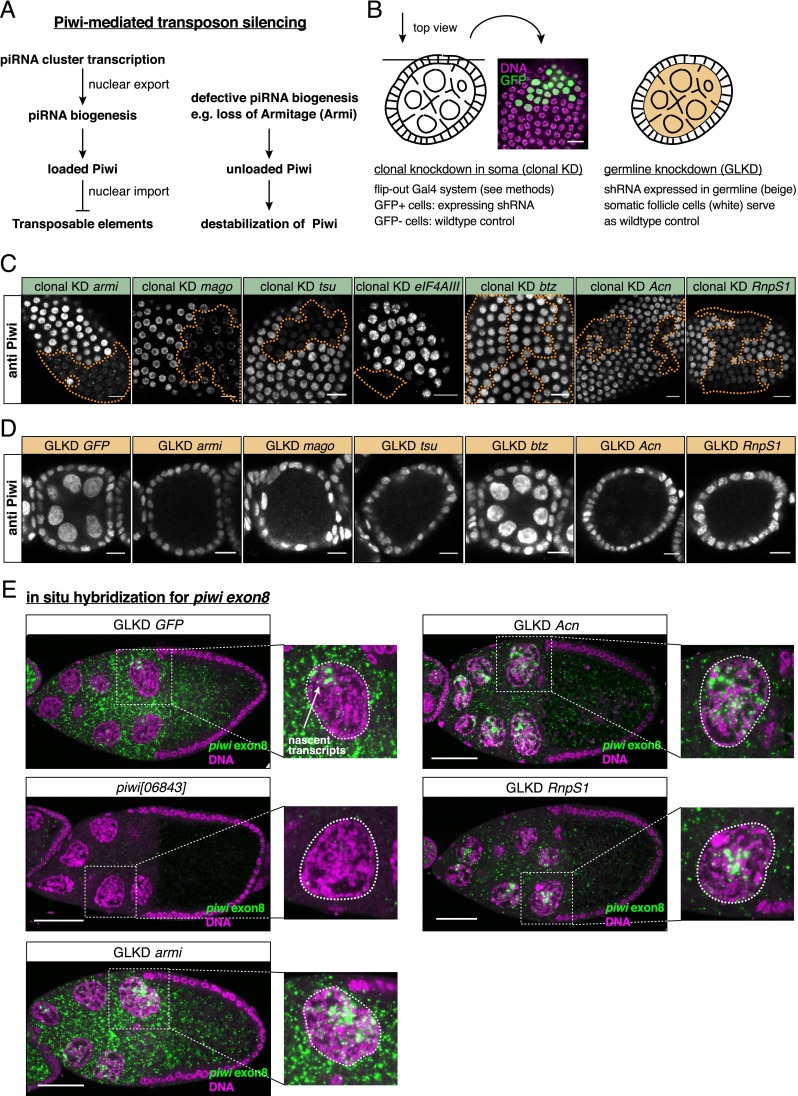
The EJC is required for *piwi* mRNA and protein expression. (*A*) Illustration of Piwi-mediated transposon silencing. piRNA precursor transcripts are expressed from heterochromatic piRNA clusters (e.g., *flamenco*) and exported to cytoplasmic piRNA biogenesis sites. Upon loading with a piRNA, Piwi enters the nucleus, where it guides transcriptional silencing of TEs. Defective piRNA biogenesis (e.g., caused by loss of Armi) prevents Piwi loading, which renders it unstable. (*B*) Illustration of applied RNAi knockdown strategies. Indicated factors were depleted in either clones of somatic cells (*left*) or all germline cells (*right*). Confocal images in *C* and *D* represent surface sections and cross-sections through stage 3–6 egg chambers, respectively. (*C*,*D*) Confocal sections of egg chambers with clones of somatic follicle cells (*C*) or germline cells (*D*) expressing shRNAs against EJC factors stained for Piwi. Bars, 10 μm. Piwi levels are greatly reduced in cells depleted for EJC factors except Btz. shRNAs against *GFP* and *armi* served as controls. (*E*) Confocal sections through stage 9–10 egg chambers expressing shRNAs against the indicated genes in the germline stained for *piwi exon8* (green) and DNA (magenta). Bars, 50 μm. Egg chambers from *piwi[06843]* germline clones served as negative control. Cytoplasmic *piwi* staining is lost upon *Acn* or *RnpS1* knockdown but not upon *armi* knockdown. Nuclear staining (individual nurse cell nuclei enlarged) of *piwi* reflects nascent transcripts and thus active transcription.

Because the EJC is known to control RNA fate, we hypothesized that loss of the EJC impairs expression or specification of piRNA precursor transcripts, which are transcribed from discrete, often heterochromatic loci termed piRNA clusters (Senti and Brennecke 2010). However, depletion of the EJC in OSCs results in only moderate and insignificant changes in steady-state RNA levels of *flamenco*, the major somatic piRNA cluster (Brennecke et al. 2007). Also, integrity of the Yb body, the cytoplasmic piRNA processing center in somatic ovarian cells (Szakmary et al. 2009; Olivieri et al. 2010; Saito et al. 2010), does not depend on the EJC (Supplemental Fig. S2).

We therefore analyzed *piwi* expression itself using fluorescent in situ hybridization (FISH). In wild-type egg chambers, an *exon8* antisense probe detected abundant *piwi* transcript in the cytoplasm of nurse cells (Fig. 2E). In addition, signal within nurse cell nuclei was observed in strong foci that presumably reflect nascent transcripts at the sites of transcription. Both signals are absent in *piwi[06843]* mutant egg chambers (germline clones), where a P element inserted into the first intron perturbs *piwi* transcription. Consistent with the loss of Armi resulting in post-translational destabilization of Piwi protein (Olivieri et al. 2010; Saito et al. 2010), *piwi* transcript patterns in the cytoplasm and nucleus are normal in Armi-depleted egg chambers (Fig. 2E). In contrast, depletion of Acn or RnpS1 results in the severe reduction of cytoplasmic *piwi* transcript levels, while nuclear foci are unaffected, indicating that primary *piwi* transcription is normal (cf. the signals in nurse cell nuclei in Fig. 2E). Thus, depleting EJC activity impairs the processing, export, or stability of *piwi* transcripts.

### EJC factors are required for piwi intron4 splicing

Because the nuclear EJC and RnpS1 are required for faithful splicing of numerous mRNAs (Ashton-Beaucage et al. 2010; Roignant and Treisman 2010), we analyzed *piwi* splicing patterns by RT–PCR using total RNA from OSCs depleted for individual EJC factors by RNAi. A primer pair mapping to the first and the last *piwi* exon exclusively amplifies the expected spliced wild-type *piwi* cDNA from control and Armi-depleted cells (Fig. 3A,B, amplicon A).

**Figure 3.**
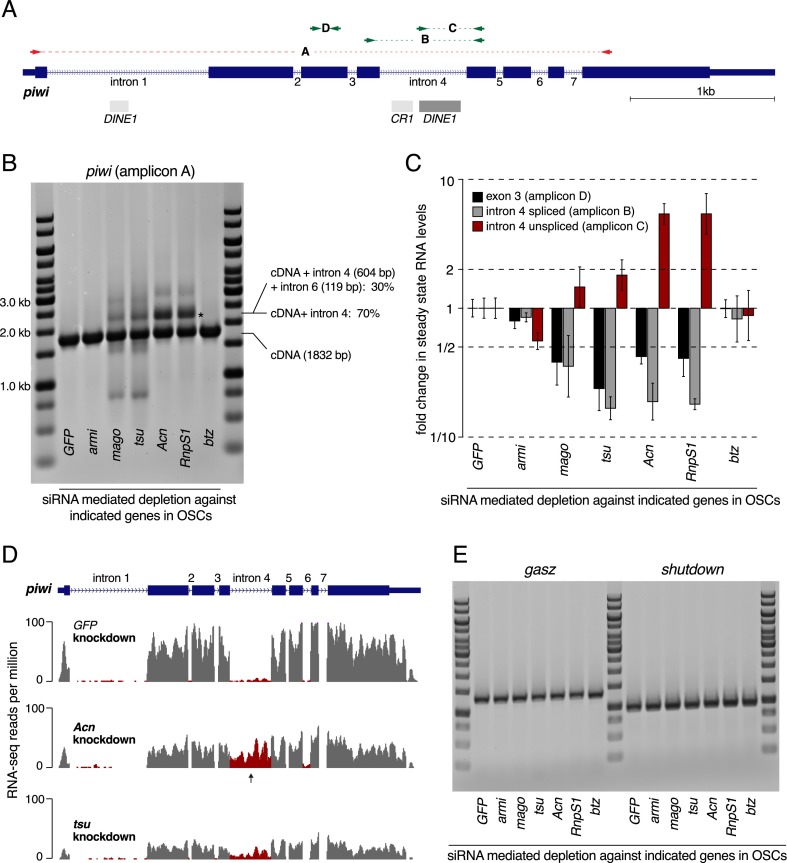
EJC factors are required for *piwi int4* splicing. (*A*) Cartoon of the genomic *piwi* locus showing exons as blue boxes, introns as lines, TE fragments as gray boxes, and the locations of RT–PCR primers used in *B*–*D*. (*B*) Agarose/EtBr gel showing *piwi* RT–PCR products (primers in *exon1* and *exon8*; amplicon A in *A*; size markers at the borders) amplified from total RNA isolated from OSCs depleted for the indicated genes. *piwi* cDNAs containing *int4* or both *int4* and *int6* (indicated by an asterisk) are amplified along with wild-type *piwi* cDNA in *mago*, *tsu*, *Acn*, or *RnpS1* knockdowns. (*C*) Shown are the fold changes in steady-state RNA levels of all *piwi* transcripts (*exon3*; black bars) and those *piwi* transcripts with spliced (gray bars) or unspliced (red bars) *int4* amplified from total RNA isolated from OSCs depleted for the indicated genes. Values are normalized to *rp49* levels, and averages of three biological replicates relative to control knockdowns are shown, with error bars indicating standard deviation. The levels of *piwi* transcripts with spliced and unspliced *int4* are decreased and increased by twofold to fourfold in *mago*, *tsu*, *Acn*, or *RnpS1* knockdowns, respectively. (*D*) RNA-seq profiles at the *piwi* locus obtained from polyA-selected RNA from OSCs depleted for the indicated genes (exonic reads in gray; intronic reads in red; arrows mark *int4*), showing the retention of *int4* in *Acn* and *tsu* knockdowns. (*E*) Agarose/EtBr gel showing *gasz* and *shutdown* RT–PCR products (primers in the respective first and last exons) amplified from total RNA isolated from OSCs depleted for the indicated genes. Unlike *piwi*, the splicing of these transcripts is not affected by the depletion of EJC factors.

Depletion of Mago, Tsu, RnpS1, or Acn, but not Btz, results in additional, longer products, suggestive of intron inclusion, and shorter products that are indicative of exon skipping (Mago and Tsu only) (Fig. 3B). We focused on the major longer fragment, considering that it is observed in all four knockdown samples. Sequencing showed that it comprises the expected *piwi* cDNA plus the entire *intron4* (*n* = 10 of 10); three clones contained *intron6* in addition.

Intron retention in cells with reduced EJC activity was unexpected because loss of the EJC has previously been shown to be associated with skipping of exons, in particular those adjacent to very long introns (Ashton-Beaucage et al. 2010; Roignant and Treisman 2010). We therefore confirmed the retention of *piwi intron4* (*int4*) by qPCR. Compared with control cells, we observed an approximately fourfold decrease of the spliced species (amplicon B) and an approximately fourfold increase of the unspliced species (amplicon C) in Acn- or RnpS1-depleted cells (Fig. 3C). The accumulation of the unspliced species is evident but less pronounced in Mago- or Tsu*-*depleted cells, perhaps because depletion of these core factors has a broader impact on *piwi* splicing patterns or causes a general reduction in cell viability. We observed a similar degree of *int4* retention also in ovaries depleted for EJC factors specifically in germline cells (Supplemental Fig. S3).

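OSCs are cultured somatic cells of the Drosophila ovary that keep features of follicle cells and an active piRNA pathway built on Piwi. PolyA-selected RNA was sequenced from OSCs treated with siRNAs against GFP as the control, against tsu, which encodes the Y14 subunit of the EJC core, or against Acn, which encodes an EJC-associated subunit of the ASAP complex. Each knockdown had 2 biological replicates. The cells received 200 pmol of siRNA in each of 2 transfections and were cultured for 4 to 5 days at 27°C, and the strand-specific libraries were read as 50-nt paired ends. In tsu-depleted cells the tsu transcript was at 9.47 ± 0.43 RPKM (SD, n = 2) against 120.0 ± 11.9 RPKM (SD, n = 2) in control cells, a log2 fold change of -3.53 (standard error 0.14, adjusted p = 0.00062 from limma). In Acn-depleted cells the Acn transcript was at 16.7 ± 0.16 RPKM (SD, n = 2) against 119 ± 29.9 RPKM (SD, n = 2), a log2 fold change of -2.74 (standard error 0.18, adjusted p = 0.0163 from limma). This second call was lost without siAcn replicate 1 or 2 and without siTsu replicate 1 or 2, whereas that of tsu held whichever library was left out. The siTsu libraries enter the Acn comparison only through the estimate of the spread that all 6 libraries share. Leaving one out does not change the difference between siAcn and siGFP cells.
The authors aligned the reads to the fly genome (dm3) and to annotated transcripts and introns, kept the uniquely aligned reads and deposited RPKM per library for 8335 genes and 60779 introns. Every intron value corresponds to a whole number of reads within 0.1 read, which gives the number of reads behind each library's scale. This number was 28.8 and 30.4 M in the siGFP libraries, 18.7 and 13.4 M in the siAcn libraries and 15.9 and 11.5 M in the siTsu libraries, and the values here use it. The paper states 10 to 20 M genome-mappable reads per sample. The lengths of the intron intervals include 35 nt of exon on each side. From these values, the intron retention index was computed per library as the intron RPKM divided by the RPKM of its transcript, here as a percentage. Single genes were tested with limma on log2(RPKM + 1) for the 7362 genes with a mean of at least 1 RPKM, and single introns on the log2 index with 0.1 RPKM added to intron and transcript. All 6 libraries shared one estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method. The rRNA-depleted libraries were not analysed here.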

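piwi encodes the nuclear Argonaute protein of the somatic piRNA pathway, and the fourth intron of the gene, int4, stood apart from its other introns in both knockdowns. This 604-nt intron lies on the minus strand of chromosome 2L from 10984342 to 10984945 (dm3). Its retention index was 6.95% ± 1.33 (SD, n = 2) in siGFP cells, 85.8% ± 18.5 (SD, n = 2) in siAcn cells and 50.7% ± 3.46 (SD, n = 2) in siTsu cells. These are 12.4-fold and 7.30-fold rises, with log2 changes of 3.62 and 2.88 (standard error 0.24 for both) and adjusted p = 0.0031 and 0.0045 from limma. The log2 difference between the 2 knockdowns, -0.74, did not pass the test (adjusted p = 0.180 from limma). The RPKM of int4 itself was 36.7 and 35.3 in the siGFP libraries, 230.6 and 247.0 in the siAcn libraries and 94.4 and 66.1 in the siTsu libraries. The rest of each rise comes from the lower piwi transcript, at 529.6, 283 and 160.1 RPKM in the 3 groups.
The 119-nt int6, from 10983777 to 10983895, had an index of 2.74% ± 0.56 (SD, n = 2) in siGFP cells, 10.7% ± 1.56 (SD, n = 2) in siAcn cells and 5.28% ± 0.92 (SD, n = 2) in siTsu cells. Its changes of 3.89-fold and 1.92-fold did not pass the test (adjusted p = 0.140 and 0.405 from limma). The RPKM of int6 itself was 19.2 and 10.5 in the siGFP, 37.3 and 23.9 in the siAcn and 9.06 and 7.38 in the siTsu libraries. In siTsu cells its index was thus higher only through the lower piwi transcript. The 1120-nt int1 had an index of 3.54%, 5.23% and 10.2% in siGFP, siAcn and siTsu cells, and neither its changes nor those of int2 and int3 passed the test. The RPKM of int1 was lower in the siTsu libraries, at 17.7 and 14.2 against 20.8 and 16.5 in the siGFP libraries. The int4 values rest on 513 to 2897 reads per library and those of int6 on 16 to 131. The call of int4 was lost in Acn-depleted cells without siAcn replicate 2 and in tsu-depleted cells without siTsu replicate 1 or 2, and in both when introns below 10% of their transcript were tested too.

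**Figure D1:**
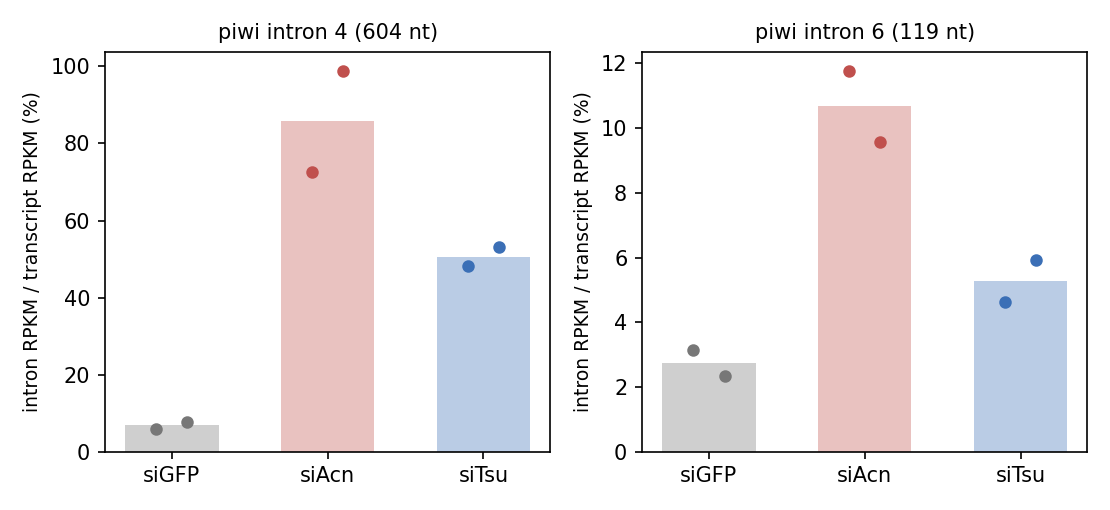
Intron retention index of piwi int4 and int6 (intron RPKM as a percentage of transcript RPKM) in OSCs treated with siRNAs against GFP, Acn or tsu. Bars show the mean of 2 libraries and points the single libraries. For int4 the lowest knockdown library, at 48.2%, lies above the higher siGFP library, at 7.89%.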

A highly similar intron retention pattern was found by sequencing polyA-selected RNAs: *int4* is substantially retained, and *int6* is slightly overrepresented in Acn- or Tsu-depleted OSCs (Fig. 3D). These data also confirm a general reduction in *piwi* steady-state RNA levels, especially in Tsu-depleted cells, presumably a consequence of nonsense-mediated decay (NMD) because inclusion of *int4* adds a premature stop codon.

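The piwi transcript was at 529.6 ± 116 RPKM (SD, n = 2) in siGFP cells and fell in tsu-depleted cells to 160.1 ± 50.4 RPKM (SD, n = 2), a log2 fold change of -1.74 (standard error 0.27, adjusted p = 0.0289 from limma). In Acn-depleted cells it was at 283 ± 47.7 RPKM (SD, n = 2), a log2 fold change of -0.89 (standard error 0.27), which did not pass the test (adjusted p = 0.442). Both siAcn libraries, at 317.1 and 249.7 RPKM, lay below both siGFP libraries, at 611.8 and 447.4 RPKM. Replicate 1 was the higher in all 3 groups, and the fit leaves the replicate number out. The log2 difference between the 2 knockdowns was -0.85 (adjusted p = 0.240). Of 21 genes of the somatic piRNA pathway, listed before the data were examined, piwi alone was lower after tsu depletion (2 lower when adjusted over the list alone) and none was higher, with 10 lower and 2 higher at an unadjusted p under 0.05. None passed limma after Acn depletion (0 when adjusted over the list alone), with 1 higher and 1 lower at an unadjusted p under 0.05. armi, which encodes an RNA helicase of piRNA biogenesis, was at 432 RPKM in siGFP and 242 RPKM in siTsu cells (adjusted p = 0.179), and fs(1)Yb, which encodes the Yb protein of the same step, at 67.9 and 38.8 RPKM (adjusted p = 0.125). Of 6 NMD factors, which carry out the decay of transcripts with premature stop codons, none passed limma in either knockdown (0 when adjusted over the list alone). At an unadjusted p under 0.05, 2 of them were lower after tsu depletion and 0 after Acn depletion, and the helicase Upf1 had a log2 fold change of -0.42 in siTsu cells (adjusted p = 0.129). The fall of piwi in tsu-depleted cells no longer passed the test without siGFP replicate 1 or 2 or without siTsu replicate 1 or 2.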

Intron retention is not a general phenotype in EJC-depleted cells; splicing of several other transcripts (e.g., of the piRNA pathway factors *gasz* or *shutdown*) is normal in the various OSC knockdowns tested (Fig. 3E). Thus, the reduced Piwi activity is probably due to a selective failure of *piwi* RNA splicing.

### piRNA pathway defects in EJC-depleted ovaries are largely due to retention of piwi intron4

To check whether *int4* retention is indeed the major block to Piwi expression in EJC-depleted cells, we tested whether removing the intron renders *piwi* EJC-independent. We generated transgenic flies that express an N-terminal GFP-Piwi fusion in the context of a fully functional genomic construct containing the entire *piwi* locus (*GFP-piwi*) (Sienski et al. 2012) and flies expressing an equivalent gene that lacks *int4* (*GFP-piwi[Δint4]*).

As expected, GFP-Piwi levels from the former construct are sensitive to the depletion of EJC factors in ovarian somatic and germline cells (Fig. 4A; Supplemental Fig. S4A). In contrast, GFP-Piwi from *GFP-piwi[Δint4]* is insensitive to depletion of Tsu or Acn (Figs. 4A; Supplemental Fig. S4A) while remaining sensitive to reduced piRNA synthesis by Armi depletion. Retention of *int4* is therefore causal to the reduced Piwi levels in EJC-depleted cells.

**Figure 4.**
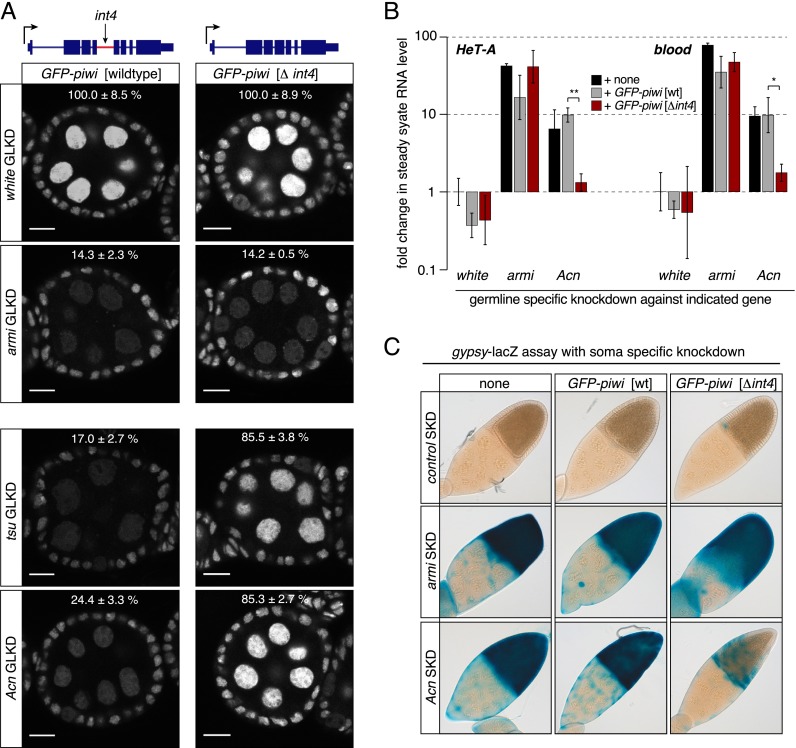
A *piwi* transgene lacking *int4* rescues transposon derepression in EJC-depleted cells. (*A*) Expression of wild-type *GFP-piwi*, but not of *GFP-piwi* Δ*int4*, is dependent on EJC factors. Shown are confocal sections through egg chambers expressing *GFP-piwi* or *GFP-piwi* Δ*int4* depleted for the indicated genes in germline cells. Bars, 10 μm. Relative GFP levels (±standard deviation) from the indicated *GFP-piwi* transgenes in comparison with the *white* control knockdown are indicated (GFP fluorescence levels in nurse cell nuclei normalized to those in follicle cell nuclei from three egg chambers). (*B*) Displayed are fold changes in steady-state RNA levels of *HeT-A* and *blood* in ovaries depleted for the indicated genes in the germline and expressing the indicated *GFP-piwi* transgenes. RNA levels are normalized to *rp49* levels, and averages of three biological replicates relative to control knockdowns are shown. Error bars indicate standard deviation. (*) *P* < 0.01; (**) *P* < 0.001. TE derepression caused by *Acn* knockdown is rescued by *GFP-piwi* Δ*int4* but not by wild-type *GFP-piwi*. (*C*) Shown are the X-gal stainings of egg chambers depleted for the indicated genes in somatic follicle cells and expressing the *gypsy*-*lacZ* reporter and the indicated *GFP-piwi* transgenes. *GFP-piwi* lacking *intron4*, but not wild-type *GFP-piwi*, greatly reduces the *gypsy-lacZ* expression induced by the depletion of *Acn*.

We further tested whether the EJC-independent *GFP-piwi[Δint4]* transgene rescues the TE derepression phenotype in EJC-depleted flies. We depleted Acn specifically in ovarian germline or somatic cells of flies carrying either the wild-type *GFP-piwi* or the *GFP-piwi[Δint4]* construct. TE derepression in the germline caused by the depletion of Acn, but not of Armi, is greatly rescued by the *GFP-piwi[Δint4]* transgene and not by the wild-type *GFP-piwi* transgene (Fig. 4B). The transgene also rescues TE derepression in the soma: In Acn-depleted somatic cells, expression of the *gypsy-lacZ* reporter is largely repressed in the presence of *GFP-piwi[Δint4]* (Fig. 4C).

The *GFP-piwi[Δint4]* construct fails to rescue germline TE derepression due to Tsu depletion (data not shown), perhaps because these flies also show reduced germline expression of AGO3 (Supplemental Fig. S4B), a second central Argonaute protein involved in the piRNA pathway. *AGO3* pre-mRNA has very large introns and thus resembles transcripts known to require the EJC for efficient splicing. Indeed, *AGO3* mRNA level is reduced upon Tsu but not Acn depletion. We did not detect misspliced *AGO3* mRNA species, possibly due to efficient NMD (Supplemental Fig. S4C,D). We note that the *GFP-piwi[Δint4]* construct does reduce desilencing of *mdg1* in Tsu-depleted follicle cells in which AGO3 is not expressed (Supplemental Fig. S4E). Taken together, our results indicate that missplicing of *piwi int4* is the major cause of TE derepression in ovaries depleted for EJC components.

### Splicing of piwi intron4 requires deposition of the EJC at a nearby splice junction

To understand why splicing of *piwi int4* is sensitive to EJC levels, we compared the *int4* sequence in *Drosophila melanogaster* with that in other *Drosophilids* (Fig. 5A). In the *melanogaster* subgroup, *int4* harbors one or two TE remnants that extend the intron to ∼200–700 nt, whereas the intron is devoid of TE fragments and very short (∼60 nt) in the more distantly related species. Also, the 3′ end of *piwi int4* lacks a robust polypyrimidine tract (pY; defined as at least seven consecutive pyrimidines) in nearly all of these species. Assembly of spliceosome components at 3′ splice junctions involves recognition of the pY tract by the U2 snRNP factor U2AF65 (Zamore et al. 1992). Introns with a poor pY tract can be spliced in vitro, but only if they are <90 nt (Guo et al. 1993).

**Figure 5.**
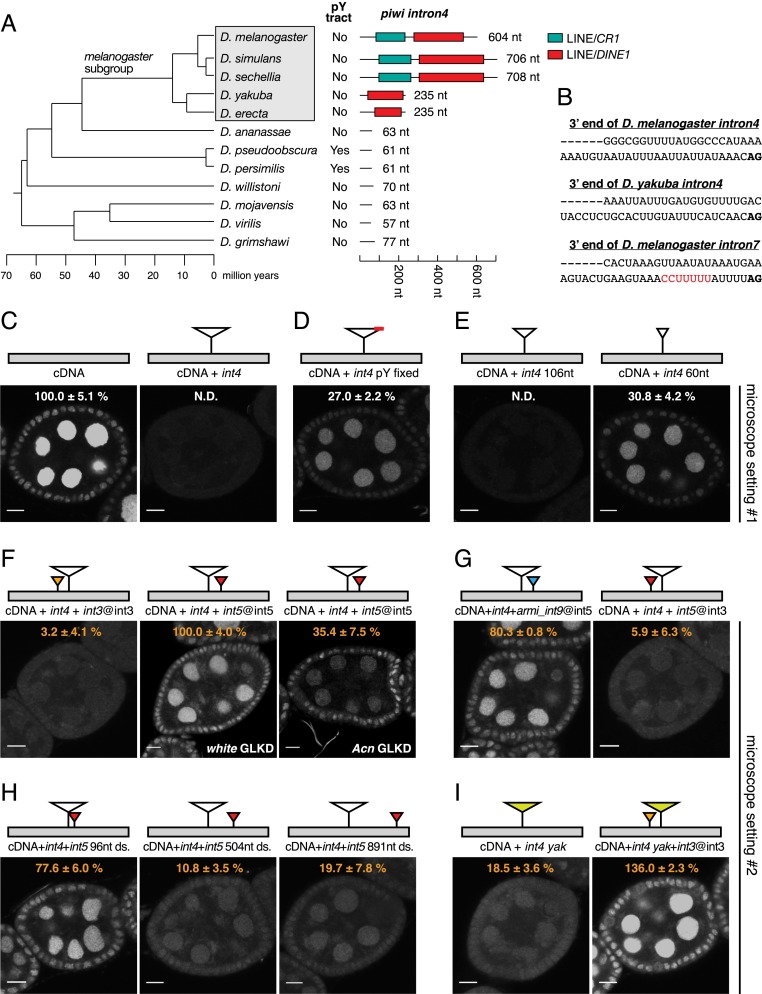
The EJC facilitates *piwi int4* splicing from a nearby splice junction. (*A*) Architecture of *piwi int4* from 12 *Drosophila* species (phylogenetic tree is at the *left*). Indicated are TE fragments (colored), intron length, and the presence of a pY tract. *piwi int4* is enlarged in the *melanogaster* subgroup (boxed) due to insertions of TE fragments. (*B*) Depicted are the last 50 nt of the indicated introns, with pY tract in red. *piwi int4* from *D. melanogaster* and *D. yakuba* have suboptimal pY tracts. (*C–I*) *piwi int4* is not efficiently spliced when it is placed in isolation. The features of *int4* that contribute to the inefficient splicing and the effects of additional flanking introns are examined. Shown are confocal sections through egg chambers expressing the indicated *GFP-piwi* transgenes (depicted as cartoons *above* each image). Bars, 10 μm. In *F*, shRNAs against *white* or *Acn* are expressed in germline cells (GLKD). The transgene cartoons represent the *piwi* cDNA (gray), *melanogaster int4* (white large triangles), *yakuba int4* (green large triangles), and additional indicated introns (small colored triangles). The indicated GFP levels (±standard deviation) were calculated by measuring GFP fluorescence in nurse cell nuclei of three egg chambers. Microscope settings were identical in *C*–*E* and *F*–*I*, respectively. GFP intensity was set to 100% for the *left* panel in *C* and the *middle* panel in *F*. For a global comparison, the intensity of *GFP-piwi* [cDNA + *int4* + *int5*@int5] is 13.0 ± 2.0% of the intensity of *GFP-piwi* [cDNA].

This analysis raised the possibility that *int4* is a suboptimal intron in the *melanogaster* subgroup. To test this idea, we generated transgenic flies harboring the aforementioned genomic *GFP*-*piwi* construct but lacking either all introns or all except *int4*. The intron-less construct drives readily detectable GFP-Piwi expression in ovarian somatic and germline cells (Fig. 5C). However, addition of *int4* abolishes expression of GFP-Piwi almost completely (Fig. 5C), indicating that even wild-type cells cannot splice *piwi int4* if it is present in isolation.

Replacing the 3′-most 50 nt of *int4* with the equivalent part of *piwi int7* that contains a clear pY tract (the *pY-fixed* construct) (Fig. 5B) largely rescues *int4* splicing, as does shortening of *int4* to 60 nt (Fig. 5D,E). A length reduction to 106 nt does not restore splicing, consistent with the aforementioned length cutoff of ∼90 nt for introns with poor pY tracts (Guo et al. 1993). These results suggest that *piwi int4* is a very poorly defined intron due to the lack of an optimal pY tract coupled with its large size.

Because *piwi int4* is efficiently spliced in the context of the wild-type locus but poorly spliced when isolated, perhaps prior splicing of flanking introns is required for *int4* definition. We tested this idea directly by adding either *int3* or *int5* at their natural positions to the transgene that contains only *int4*. Addition of *int3* has no measurable impact, but the presence of *int5* results in significant GFP-Piwi expression to about half the level observed in the *pY-fixed* construct (Fig. 5F). Most importantly and as shown for the wild-type construct, GFP-Piwi expression from the *int4/5* construct is EJC-dependent, being approximately threefold reduced in germline cells upon germline-specific depletion of Acn (Fig. 5F).

These results strongly favor a model in which splicing of *int5* with subsequent EJC deposition facilitates *int4* splicing. To understand why addition of *int5* but not of *int3* rescues *int4* splicing, we analyzed the impact of intron identity, absolute intron distance to *int4*, and relative intron positioning (upstream versus downstream) on GFP-Piwi expression. Intron identity plays no role because an intron derived from the *armi* locus rescues expression as efficiently as *piwi int5*, while *piwi int5* placed at the *int3* position lacks rescuing activity (Fig. 5G). Increasing the distance between *int4* and *int5* from 200 nt (wild type) to 500 or 900 nt impairs rescue, while shortening the distance has no impact (Fig. 5H), suggesting that proximity to the splice junction is important. To test whether the upstream introns fail to rescue because they are too distant from the *int4* 3′end, we examined whether an upstream intron can rescue the splicing of a shorter *int4* from *Drosophila yakuba* (235 nt), which, when isolated, is also splice-defective in wild-type cells (Fig. 5I). This shorter *int4* is indeed rescued by the upstream presence of the *melanogaster int3* (Fig. 5, cf. I and F), indicating that both upstream and downstream introns can rescue *int4* splicing if placed nearby, presumably due to prior deposition of the EJC to a flanking exon–exon junction.

### Splicing of first introns tends to depend on the EJC if followed by a large second intron

To investigate whether *piwi int4* is indicative of a more general role of the EJC in efficient intron removal, we sequenced polyA-selected RNAs from OSCs depleted for Tsu, Acn, or GFP (Materials and Methods). We considered ∼1500 introns for which a significant quantitative analysis was possible (Materials and Methods).

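The introns that could be quantified lie in transcripts that OSCs express well, and they are long for fly introns. The transcripts of 5683 genes had a mean above 10 RPKM in the siGFP libraries. Of their introns, 2848 in 1183 genes exceeded 10% of their transcript's RPKM in at least 1 of the 6 polyA libraries, and 821 of these were first introns. Their median length was 498 nt, against 100 nt over all listed introns. piwi int4 and the first intron of CG8671 stayed under 10% in both siGFP libraries and were kept for their values in the knockdown libraries. The median intron had 116.5 reads in the siGFP libraries together, and 38 introns had none there. Of the 2848 introns, 70.2% overlap another listed intron of the same gene, as alternative forms of one intron do, so their reads are shared and they are not independent.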

An analysis of intronic RNA sequencing (RNA-seq) reads indicates that splicing of most introns is EJC-independent (median changes in intron retention index upon *tsu* and *Acn* knockdown are both 1.00). Nevertheless, 286 introns exhibit pronounced retention characteristics (twofold to 10-fold higher than in control cells) in cells depleted for either Tsu or Acn (Fig. 6A). 

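Introns moved in both directions around a median near no change. The median change in retention index was 1.02 after Acn depletion, over the 2834 introns with a ratio, and 1.00 after tsu depletion, over 2841 introns. With no 10% filter these medians were 0.849 and 0.739. Intron intervals with any read numbered 24654 and 24742 in the siGFP libraries, 21275 and 19042 in the shallower siAcn and 19938 and 17674 in the siTsu libraries. The medians without the filter thus cannot be read as a general fall in retention. The medians of the single libraries of a knockdown differed with an SD of 0.032 for siAcn and 0.043 for siTsu. The seventh intron of CG8671, in its 1390-nt form on chromosome 2L from 21275807 to 21277196 (dm3), had an index of 11.6% ± 0.54 (SD, n = 2) in siGFP cells, 9.79% ± 0.54 (SD, n = 2) in siAcn cells and 11.6% ± 0.26 (SD, n = 2) in siTsu cells (adjusted p = 0.715 and 0.998 from limma). A separate intron downstream, of 1454 nt from 21278430 to 21279883, does not overlap this form and shares its number only through longer listed introns that span both. It was at 18.0% in siGFP and 25.3% in siTsu cells, 1.41 times the control, which did not pass the test (adjusted p = 0.319 from limma). In the other direction, 271 introns had an index at least 2-fold lower than in siGFP cells after Acn depletion, and 294 after tsu depletion, beside 397 and 462 with an index at least 2-fold higher.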

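CG8671 int1 and an intron of garnet, which encodes a subunit of the AP-3 vesicle adaptor complex, were among the introns with a higher retention index. The 524-nt first intron of CG8671, on chromosome 2L from 21263124 to 21263647 (dm3), had an index of 4.63% ± 0.21 (SD, n = 2) in siGFP cells, 34.6% ± 8.08 (SD, n = 2) in siAcn cells and 33.3% ± 1.13 (SD, n = 2) in siTsu cells. It rose 7.47-fold and 7.19-fold, with log2 changes of 2.81 and 2.77 (standard error 0.25 for both) and adjusted p = 0.0083 and 0.0045 from limma. The 904-nt garnet intron lies on chromosome X from 13624678 to 13625581. Introns bridged by overlapping forms are numbered together here, so it shares the number 6 with a separate 1462-nt intron that precedes it in the transcript. This 904-nt intron rose 3.21-fold after Acn depletion, from 12.6% ± 2.37 to 40.3% ± 4.92 (SD, n = 2 each), a log2 change of 1.68 (standard error 0.25, adjusted p = 0.0278 from limma). In siTsu cells it was at 24.0% ± 4.40 (SD, n = 2), 1.91 times the control, which did not pass the test (adjusted p = 0.111). The RPKM of this intron itself was 12.3 and 7.79 in the siGFP libraries, 17.9 and 10.9 in the siAcn libraries and 9.98 and 6.51 in the siTsu libraries. The garnet transcript was at 79.1, 35.3 and 34.0 RPKM in the 3 groups, so a lower transcript level enters both index values.
Over the 2848 introns, 689 had a mean index at least 2 times that of siGFP cells in either knockdown, 397 after Acn depletion and 462 after tsu depletion. A mean of 289.9 introns (258 to 325) did so in 100 simulations of unchanged groups that share their controls, all libraries having one spread per intron. The simulated folds hold 0.1 RPKM added to intron and transcript, with which 659 introns were counted in the data. The simulations also did not repeat the 10% filter, which can pick introns raised by noise, so the 2 counts are not alike. In 470 of the 689, the reads exceeded counting noise between the pooled libraries (exact binomial test, adjusted p under 0.05). This test takes each recovered read as independent and leaves out the spread between replicate libraries. With the reads divided by 2, as if both ends of a pair had been counted, 379 of the 689 did. That division was chosen after seeing the data. By limma, 38 introns in 21 genes were higher and 0 lower after Acn depletion (316 and 167 at an unadjusted p under 0.05), and 73 introns in 42 genes were higher and 6 lower after tsu depletion (343 and 195 at an unadjusted p under 0.05). The first intron of CG9425, on chromosome 3L from 14784651 to 14784970, rose 5.66-fold after Acn depletion (log2 change 2.49, standard error 0.31, adjusted p = 0.0190 from limma). After tsu depletion, introns of Galphaq, which encodes a G protein subunit (2R from 8505646 to 8505947), of CG31731 (2L from 13785976 to 13786209) and of Efa6, which encodes an exchange factor for the GTPase Arf6 (3R from 18431293 to 18431539), had log2 changes of 4.24, 3.19 and 2.90 (adjusted p = 0.0302, 0.0045 and 0.0045 from limma).
CG8671 int1 lost its call in siAcn cells without siGFP replicate 1, siAcn replicate 1 or siAcn replicate 2, CG9425 also without siTsu replicate 1 or 2, and garnet without any one of the 6 libraries. The calls in siTsu cells were lost without siTsu replicate 1 or 2, and that of Galphaq also without siGFP replicate 1 or 2. After Acn depletion the count of 38 fell to 1 without siGFP replicate 1, 9 without siGFP replicate 2, 1 without siAcn replicate 1, 0 without siAcn replicate 2 and 7 without either siTsu library. After tsu depletion the count of 79 fell to 0 without either siTsu library, 16 and 19 without siGFP replicates 1 and 2, and 38 and 24 without siAcn replicates 1 and 2. With no 10% filter, none of 28666 introns passed limma in either knockdown (2389 and 3592 at an unadjusted p under 0.05), and of those above 10% in a siGFP library, 164 of 1937 were retained at least 2-fold.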

We verified the RNA-seq results for several EJC-dependent introns by performing RT experiments or by qPCR using amplicons that discriminate spliced and nonspliced transcripts (shown for *CG8671* and *garnet* in Fig. 6B,C). Of note, *piwi int4* is among the most affected intron transcriptome-wide.

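Of the 2810 introns with reads in the siGFP libraries, piwi int4 ranked 5 by the rise of its retention index after Acn depletion and 40 after tsu depletion. The ranking leaves out 24 introns for Acn and 31 for tsu that are listed at 0 in both siGFP libraries and above 0 in the knockdown. The 4 entries ranked above it after Acn depletion, chosen after their values were seen, are the first intron of CG9839, 2 forms of the first intron of CG13902 and the third intron of CG5180. Each of these has 1 read in the siGFP libraries together and 6 to 8 reads in the siAcn libraries, and none passed the test (adjusted p = 0.120 to 0.289 from limma). Of the 39 entries ranked above it after tsu depletion, 8 in 6 genes passed limma, with rises of 7.38-fold to 20.97-fold against 7.30-fold for piwi int4. piwi int4 has 1433 reads in the siGFP libraries and 5118 in the siAcn libraries.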

**Figure 6.**
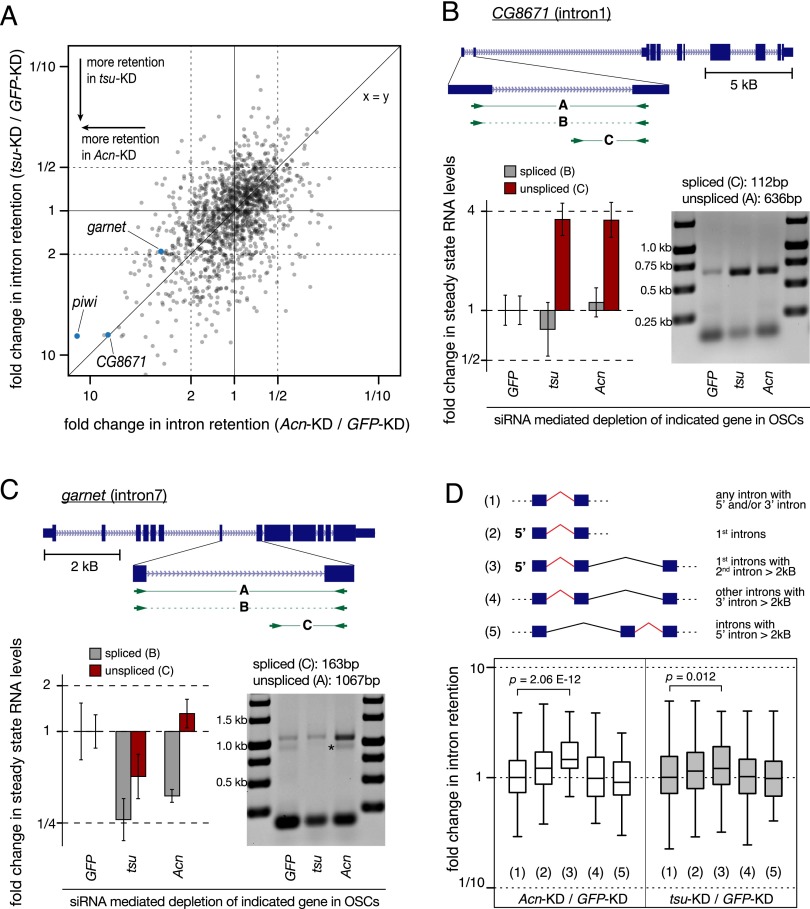
Transcriptome-wide analysis of EJC-dependent introns. (*A*) Scatter plot showing the fold changes in the retention of individual introns of OSC transcripts upon *Acn* or *tsu* knockdown relative to the control knockdown. Validated hits are indicated (blue dots). *piwi int4* is among the most prominent introns that are retained both in *Acn* and *tsu* knockdowns. (*B*,*C*) Experimental validations of enhanced retention of *CG8671 int1* and *garnet int7* in *tsu*- or *Acn*-depleted OSCs using polyA-selected RNAs. Shown at the *top* is a cartoon of the respective locus (exons as boxes and introns as lines) with the location of the primers in RT–PCR. The bar charts indicate fold changes in steady-state levels of the indicated *CG8671* (*B*) or *garnet* (*C*) transcripts. (Gray) Spliced; (red) unspliced. Amplicon identity is given *above*. The Agarose/EtBr gel images show RT–PCR products obtained with primers mapping to the flanking exons. The asterisk in *C* marks a nonspecific product. (*D*, *top*) The cartoon depicts the analyzed groups of introns, considering their location in the transcript and the identity of flanking introns. The box plot shows fold changes in intron retention for the groups defined *above* upon *Acn* or *tsu* depletion. First introns followed by a large second intron (group 3) are significantly more retained in EJC-depleted cells (*P*-values are calculated by the Wilcoxon rank-sum test).

As a poor pY tract is an apparent characteristic of *piwi int4*, we inspected whether EJC-dependent introns generally exhibit a weak pY tract. However, the group of introns harboring a poor pY tract (*n* = 272) (Materials and Methods) is not significantly more dependent on the EJC than the average intron (median changes in intron retention index upon *tsu* or *Acn* knockdown are 1.03 and 1.02, respectively; *P*-values > 0.5). Also, the suspicious TE insertions in *piwi int4* do not seem to suggest a general pattern: TE remnants are only rarely found in *tsu*- or *Acn*-dependent introns (only four out of the 30 most affected introns harbor TE remnants).

Loss of the nuclear EJC has been shown to result in exon skipping for transcripts containing large introns (Ashton-Beaucage et al. 2010; Roignant and Treisman 2010). This appears not to be the case for intron retention because the intron retention index is not significantly increased for either introns that are themselves >2 kb (*n* = 162; median changes in intron retention index upon *tsu* or *Acn* knockdown are 0.93 and 0.92, respectively) or introns within transcripts containing at least one intron >10 kb (*n* = 353; median changes in intron retention index upon *tsu* or *Acn* knockdown are 1.00 and 0.94, respectively).

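Large introns, and introns of genes with a very large intron, did not have a higher retention index than other introns in either knockdown. For the 443 introns over 2 kb the median change was 0.907 after tsu depletion, against 1.03 for the other introns, and 0.992 after Acn depletion, also against 1.03. The first difference, toward a lower index, passed a two-sided permutation test (p = 8e-05, adjusted p = 2.4e-04 over 18 tests of intron groups) and the second did not (p = 0.0684). For the 666 introns in transcripts with an intron over 10 kb, the median change was 0.963 in both knockdowns, against 1.02 after tsu depletion and 1.04 after Acn depletion for the others (permutation p = 0.0726 and 0.116). One large intron that was higher in siTsu cells without passing the test is the 6899-nt intron of rolled, which encodes the MAP kinase ERK, on 2RHet from 240440 to 247338 (dm3). Its index was 5.95% ± 0.47 in siGFP cells, 5.91% ± 0.99 in siAcn cells and 17.3% ± 1.06 in siTsu cells (SD, n = 2 each, adjusted p = 0.990 and 0.0896 from limma). Its RPKM was 2.56 and 2.38 in the siGFP and 3.51 and 3.07 in the siTsu libraries, in which the rolled transcript was lower. Introns are not replicates, and with the spread between libraries taken into account by camera, the lower index over 2 kb after tsu depletion had p = 0.0920 with a preset and p = 0.632 with an estimated correlation. Nor did it pass the permutation test with same-numbered folds. Among introns that overlap no other, those over 2 kb stood above the rest after tsu depletion, without passing.
This call was lost without siTsu replicate 2 (median 0.947, p = 0.215) and among introns above 10% in a siGFP library (0.851, p = 0.615), and without the 10% filter introns over 2 kb stood above the others in both knockdowns (0.812 and 0.896, p = 1e-05, the smallest that the permutations can give). Leaving out siGFP replicate 1, siTsu replicate 1 or siTsu replicate 2 brought the Acn comparison over 2 kb to permutation p = 0.00079, 0.0369 and 0.0370, and leaving out siGFP replicate 2 or siAcn replicate 2 brought the tsu comparison over 10 kb to medians of 1.06 (p = 0.0080) and 0.959 (p = 0.0128).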

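Mical, which encodes an actin-oxidizing enzyme, has a 793-nt first intron before a second intron of 14590 nt, on chromosome 3R from 5867721 to 5868513 (dm3). Its retention index was 13.6% ± 4.50 (SD, n = 2) in siGFP cells and rose in siAcn cells to 128% ± 26.6 (SD, n = 2), a log2 change of 3.21 (standard error 0.33, adjusted p = 0.0093 from limma). In siAcn cells the intron's RPKM exceeded that of its transcript, so the index there is not a share of retained transcripts. In siTsu cells the index was at 23.4% ± 8.57 (SD, n = 2), below siAcn cells by a log2 difference of -2.45 (adjusted p = 0.0384). The retained first intron of CG8671 precedes a second intron of 9537 nt, and that of CG9425 a second intron of 67 nt. In the other direction, the first intron of mrj, which encodes a DnaJ-type chaperone (520 nt, 2R from 12108655 to 12109174, before a second intron of 15043 nt), fell in siTsu cells from 19.8% ± 2.29 to 7.23% ± 0.99 (SD, n = 2 each), a log2 change of -1.40 (standard error 0.25, adjusted p = 0.0329). The first intron of pgant5, which encodes a glycosyltransferase (546 nt, 2L from 5092899 to 5093444, before a second intron of 13300 nt), was at 11.8%, 20.1% and 3.76% in siGFP, siAcn and siTsu cells, and it was lower in siTsu than in siAcn cells (log2 difference -2.36, adjusted p = 0.0384).
Of the 38 introns higher after Acn depletion, 22 were first introns and 14 of these preceded a second intron over 2 kb. Of the 73 higher after tsu depletion, 31 were first introns and 14 preceded a second intron over 2 kb. Overlapping forms of one intron count separately here, as do the 3 forms of CG8671 int1. Of these introns, 34 of the 38 and 55 of the 73 overlap another listed intron. The call of Mical in siAcn cells was lost without siGFP replicate 1, siAcn replicate 1 or siAcn replicate 2. The call of mrj, and the calls of differences between the knockdowns, were lost whichever of the 6 libraries was left out.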

Manual inspection of many gene loci containing an EJC-dependent intron indicated that affected introns are often first introns and that they are frequently followed by a large second intron (e.g., *CG8671* in Fig. 6B; see also Supplemental Table S1). 

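Across the 209 first introns before a second intron over 2 kb, the retention index rose more than that of other introns in both knockdowns by a permutation test. Their median change in retention index was 1.59 after Acn depletion, with 1.49 and 1.64 in the single siAcn libraries, against 0.989 for the other introns. After tsu depletion it was 1.24, with 1.249 and 1.282 in the single siTsu libraries, against 0.989 for the others. Between siTsu and siAcn cells directly, a comparison chosen after seeing the data, the median was 0.768, against 1.00 for the others. All 3 differences had a permutation p = 1e-05, the smallest that 100000 resamples can give (two-sided, adjusted p = 3.6e-05 over 18 tests). The rank-sum test that the paper names gave p = 2.6e-33 after Acn depletion and 1.17e-06 after tsu depletion. Both tests treat introns as replicates. With the spread between libraries taken into account by camera, the groups had p = 9.1e-18 and 2.4e-04 with a preset correlation, and p = 0.0726 after Acn depletion and 0.330 after tsu depletion with an estimated correlation between the introns. The direct comparison of siTsu with siAcn cells had p = 3.8e-06 with a preset and p = 0.241 with an estimated correlation. Among the 29 of these introns that overlap no other, a limit also chosen after seeing the data, the tsu comparison no longer passed (median 1.39 against 1.09, permutation p = 0.251).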

The population of first introns followed by a large second intron (>2 kb; *n* = 77) is significantly more likely to be inefficiently spliced in *tsu*-depleted (median = 1.21; *P* = 0.012) or *Acn*-depleted (median = 1.46; *P* = 2.06 × 10^−12^) cells compared with control cells (Fig. 6D). In comparison, the group of all first introns (*n* = 320) or internal introns immediately followed (*n* = 64) or preceded (*n* = 99) by a large intron shows no significantly different behavior in EJC-depleted cells compared with control cells (Fig. 6D). Together, our results demonstrate an unanticipated dependency of first introns that are followed by a large second intron on the EJC for their splicing.

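First introns as a whole had a higher retention index after Acn depletion, with a median change of 1.21 over 818 introns against 0.957 for introns that are not first (two-sided permutation p = 1e-05, the smallest these permutations can give). After tsu depletion the median was 1.06 over 817 introns against 0.983 (permutation p = 0.0193, adjusted p = 0.0495 over 18 tests). Internal introns followed by an intron over 2 kb had medians of 1.03 after Acn depletion and 0.990 after tsu depletion (n = 197, permutation p = 0.821 and 0.396). Introns preceded by an intron over 2 kb had medians of 0.953 over 269 introns and 0.979 over 271 (permutation p = 0.0553 and 0.411). The tsu call for first introns was lost without siGFP replicate 1 (median 1.01, permutation p = 0.306) and with all analysed introns as the background (p = 0.0841). By camera, first introns after Acn depletion had p = 1.6e-05 with a preset and p = 0.0955 with an estimated correlation, and after tsu depletion p = 0.222 and 0.546. Introns preceded by a large intron passed toward a lower index after Acn depletion without siGFP replicate 1 (0.962, permutation p = 0.0358), siGFP replicate 2 (0.976, p = 0.0071), siTsu replicate 1 (0.953, p = 0.0302) or siTsu replicate 2 (0.944, p = 0.0380), and with large introns taken from 1 kb (0.911, p = 2e-05). From the higher index of first introns before a large second intron and its own tests of the other groups (Fig. 6D), the paper concludes that such first introns depend on the EJC for their splicing.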

### Exon skipping and intron retention are genetically separable events

Both exon skipping and intron retention are defects in EJC-depleted cells, arguing that the two processes are mechanistically related. However, we noticed one clear difference between the two phenotypes: Loss of Acn strongly impacts intron retention yet was not previously reported to have an impact on exon skipping (Ashton-Beaucage et al. 2010; Roignant and Treisman 2010).

We therefore analyzed splicing patterns of the large intron-containing *rolled* and *light* transcripts in OSCs depleted for EJC core factors or RnpS1 or Acn. Consistent with previous reports, depletion of Mago or Tsu leads to severe exon skipping (Fig. 7A; Supplemental Fig. S5; Ashton-Beaucage et al. 2010; Roignant and Treisman 2010). The same is true, although to a lesser extent, for depletion of RnpS1 but not for Acn, whose depletion results in very mild exon skipping (Fig. 7A; Supplemental Fig. S5). Similarly, protein levels of the Rolled MAP kinase ERK are strongly reduced in vivo in cell clones depleted for EJC core factors (Mago, Tsu, and eIF4AIII), only mildly reduced upon RnpS1 depletion, and almost wild type in Acn-depleted cells (Fig. 7B). In contrast, loss of any involved EJC factor affects Piwi protein levels equally under comparable experimental conditions (Fig. 2C,D).

**Figure 7.**
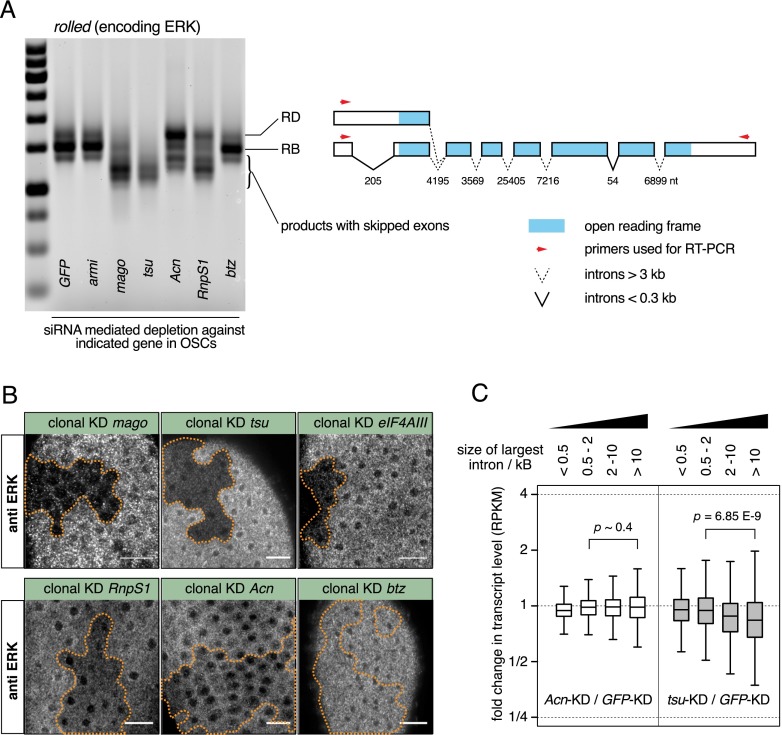
Depletion of core EJC factors but not *Acn* results in exon skipping. (*A*) Agarose/EtBr gel image showing RT–PCR products of *rolled* transcripts amplified from total RNA from OSCs depleted for the indicated genes. Illustrated on the *right* is the *rolled* locus showing exons as boxes, with the ORF depicted in blue, introns as solid (<0.3 kb) and dashed (>3 kb) lines, and arrows as primers used in RT–PCR (modified from Ashton-Beaucage et al. 2010, © 2010, with permission from Elsevier). Each intron is labeled with their size (in nucleotides). *rolled*-RB is the major product in wild-type cells, and *rolled*-RD is an annotated *rolled* transcript with *intron1* retained that still contains the wild-type ORF. Knockdown of *mago*, *tsu*, and, to a lesser degree, *RnpS1* causes exon skipping of *rolled*, whereas the splicing is largely unaffected by the knockdown of *Acn*. (*B*) Confocal sections through the follicular epithelium of stage 3–6 egg chambers stained for ERK (encoded by *rolled*), showing that the depletion of *mago*, *tsu*, or *eIF4AIII* leads to a severe reduction in ERK protein level, which is moderately or only very mildly affected by the depletion of *RnpS1* or *Acn*, respectively. Bars, 10 μm. Cells within the clone (boundaries marked by dashed line) express shRNAs against the indicated genes. (*C*) Box plot showing fold changes in the steady-state RNA level of transcript groups containing increasing intron length upon *Acn* (*left*) or *tsu* (*right*) depletion in OSCs. Grouping of transcripts was according to the largest intron (*x* in kilobases): from *left*, 0 < *x* = <0.5; 0.5 < *x* = 2; 2 < *x* = < 10; 10.0 < *x*. The level of transcripts with large introns is decreased upon depletion of *tsu* but not of *Acn* (*P*-values based on Wilcoxon rank-sum test).

As exon skipping results in reduced levels of affected transcripts (presumably due to NMD), depletion of the core EJC affects preferentially levels of transcripts harboring long introns (Ashton-Beaucage et al. 2010; Roignant and Treisman 2010). 

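rolled, light, neverland and unextended, genes with large introns in heterochromatin, had lower transcript levels in tsu-depleted OSCs. rolled (rl), which encodes ERK, fell from 41.7 ± 5.35 to 19.1 ± 0.62 RPKM (SD, n = 2 each), a log2 fold change of -1.08 (standard error 0.14, adjusted p = 0.0189 from limma). light (lt), which encodes a vacuolar sorting protein, fell from 41.9 ± 2.97 to 24.3 ± 0.35 RPKM (SD, n = 2 each), a log2 fold change of -0.76 (standard error 0.12, adjusted p = 0.0305). nvd, which encodes an enzyme of steroid hormone synthesis, and uex had log2 fold changes of -1.19 and -1.04 (adjusted p = 0.0185 and 0.0150). The other lower gene of the list, named after its value was seen, was cta (log2 fold change -0.75, adjusted p = 0.0391), whose call was not followed through the alternatives. Of 15 heterochromatic genes with large introns tested, 5 were lower after tsu depletion (6 when adjusted over the list alone), none was higher, and the camera test gave adjusted p = 0.0124. With an estimated correlation, camera gave p = 0.0467 for this list, or adjusted p = 0.661 over the lists. That correlation was slightly negative (-0.0108), so the higher p does not reflect genes that vary together.
Across transcripts above 10 RPKM in siGFP cells, the median fold of transcript level after tsu depletion was 0.934 where the largest intron was up to 0.5 kb (n = 2939), 0.928 from 0.5 to 2 kb (n = 995), 0.871 from 2 to 10 kb (n = 831) and 0.837 over 10 kb (n = 445). Transcripts with an intron over 10 kb lay below those with 0.5 to 2 kb (two-sided permutation p = 1e-05, the smallest these permutations can give, with genes, not libraries, as the units), with 0.833 and 0.860 in the single siTsu libraries against 0.930 and 0.917. By limma, 90 genes were higher and 181 lower after tsu depletion, and an intron over 10 kb is found in 26.7% of the lower genes that have introns, in 25.0% of the higher ones that have introns and in 9.57% of all tested genes that have introns. The siGFP libraries differ along the same classes, with a median of siGFP replicate 1 over replicate 2 of 1.11, 1.01, 0.959 and 0.933.
The comparison did not pass over the genes with a mean of at least 1 RPKM (0.881 against 0.928, p = 0.0637), and by camera it had p = 0.0184 with a preset and p = 0.284 with an estimated correlation. The call of rl was lost without siGFP replicate 1, siTsu replicate 1 or siTsu replicate 2, and those of lt, nvd and uex without any one of the siGFP or siTsu libraries.

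**Figure D2:**
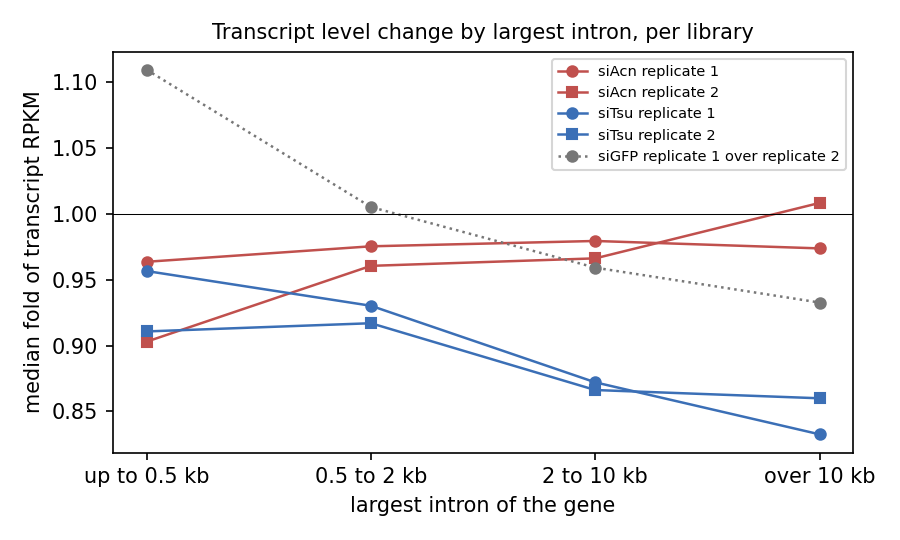
Median fold of transcript RPKM for transcripts grouped by their largest intron (in kb), in each siAcn and siTsu library against the mean of the siGFP libraries, with siGFP replicate 1 over replicate 2 as the dotted grey line. Over 10 kb the siTsu libraries lie at 0.833 and 0.860 and the siAcn libraries at 0.974 and 1.01.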

We confirmed that transcript levels are increasingly more affected as a function of increasing intron length upon Tsu depletion in OSCs (Fig. 7C). 

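In Acn-depleted OSCs rl was at 39.0 ± 1.71 RPKM and lt at 46.2 ± 0.52 RPKM (SD, n = 2 each), near the control (log2 fold changes of -0.09 and 0.14, adjusted p = 0.895 and 0.841 from limma). Both were lower in siTsu than in siAcn cells, with log2 differences of -0.995 and -0.90 (adjusted p = 0.0457 and 0.0444). These calls were lost whichever of the 6 libraries was left out. Of the 15 heterochromatic genes with large introns, 0 passed limma after Acn depletion (1 higher when adjusted over the list alone), with 3 higher and 1 lower at an unadjusted p under 0.05. Parp, which encodes the poly(ADP-ribose) polymerase, had a log2 fold change of 0.77 (adjusted p = 0.227).
The median fold of transcript level after Acn depletion was 0.936, 0.974, 0.982 and 0.994 from the shortest to the longest class of largest intron. The class over 10 kb lay above that of 0.5 to 2 kb (two-sided permutation p = 0.0031 across genes), but below it without siGFP replicate 1 (0.958 against 0.982, p = 0.0622) and without siAcn replicate 2 (0.974 against 0.975, p = 0.514). With the spread between libraries in camera, this had p = 0.232 with a preset and p = 0.557 with an estimated correlation. Compared directly, a test chosen after seeing the data, transcripts with an intron over 10 kb had a median fold of 0.849 in siTsu over siAcn cells, against 0.959 for those with 0.5 to 2 kb (permutation p = 1e-05, and p = 0.0947 by camera with an estimated correlation).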

Again, no such trend is detectable upon Acn depletion, confirming its limited impact on exon skipping.

Taken together, our observations indicate that exon skipping and intron retention are related yet genetically separable processes. While depletion of nuclear core EJC factors results in both phenotypes, depletion of Acn only has a clear effect on the intron retention phenotype.

## Discussion

Genetic screens have uncovered a surprising link between the EJC and the piRNA pathway in *Drosophila*. We dissected the underlying molecular cause and uncovered several principles that connect the EJC to intron definition and splicing. The major outcome of our study is as follows:

(1) Loss of the nuclear EJC or the accessory factors RnpS1 or Acn impairs the *D. melanogaster* piRNA pathway due to impaired splicing of the *piwi* transcript.
(2) Deposition of the EJC to flanking introns, but not direct recruitment by the spliceosome, underlies the EJC’s impact on splicing.
(3) Many introns—preferentially first introns followed by large second introns—require the EJC for their splicing.
(4) Exon skipping and intron retention depend on related but distinct aspects of EJC function.

### Roles of the EJC in the piRNA pathway

Defective splicing of *piwi int4* is a major molecular defect underlying the involvement of the EJC in the *D. melanogaster* piRNA pathway (Figs. 3, 4). During evolution, one or two LINE fragments appear to have inserted into *int4*, which, together with its poor pY tract, renders it too long to be spliced efficiently. Based on these criteria, an involvement of the EJC in *piwi* expression appears restricted to the *melanogaster* subgroup (which branched from the *ananassae* subgroup ∼45 million years ago) (Fig. 5; Tamura et al. 2004). It is unclear whether a suboptimal *int4* is simply tolerated given its rescue via the EJC or whether the dependence of *int4* on the EJC provides a selective advantage.

In the case of Acn depletion, TE repression is nearly entirely restored by expression of an EJC-independent *piwi* transgene. Loss of Tsu or Mago, on the other hand, results in additional defects that impair TE silencing. It is currently unclear whether splicing of other piRNA pathway factor transcripts requires the core EJC. A strong candidate is AGO3, which is expressed as an ∼150-kb pre-mRNA with several large introns; indeed, AGO3 transcript levels are affected upon depletion of core EJC but not peripheral EJC factors (Supplemental Fig. S4).

### EJC assembly to flanking splice junctions occurs prior to its contribution to splicing

Because deposition of the minimal EJC core (pre-EJC: eIF4AIII, Mago, and Tsu) at the upstream exon occurs shortly before or during exon ligation and therefore depends on a successful splicing event (Gehring et al. 2009), most studies on the EJC have focused on its role in controlling mRNA fate downstream from splicing. It came as a surprise that the EJC also impacts the process of splicing itself (Ashton-Beaucage et al. 2010; Roignant and Treisman 2010). However, analyzing the molecular basis for this contribution to splicing has been difficult due to the complex architecture of previously described target transcription units (long genes with large introns harboring numerous TE insertions, often situated within the heterochromatin). In particular, it was unclear whether the role of the EJC in the splicing of transcripts containing large introns reflects a noncanonical role of EJC components in splicing or whether canonically deposited EJCs at flanking splice junctions aid the definition of flanking introns (discussed in Ashton-Beaucage and Therrien 2011).

The finding that the EJC is also required for splicing of *int4* at the compact and euchromatic *piwi* locus provides a powerful system to address this important question. Our collective data strongly indicate that conventional assembly of the EJC at splice junctions can facilitate the subsequent splicing of neighboring introns that pose a challenge for the spliceosome, such as ones that are atypically large (Ashton-Beaucage et al. 2010; Roignant and Treisman 2010) or lack strong splicing signals (this study). In the case of *piwi int4*, a neighboring EJC (upstream or downstream) can assist the splicing if it is bound within ∼250 nt of the 3′ splice site (Fig. 5F,H). Interestingly, this distance requirement resembles that of the minimum size of an intron in the intron definition model of splicing (Fox-Walsh et al. 2005) and indicates a direct role of the EJC in aiding splicing rather than a licensing model in which EJC deposition anywhere on the message promotes splicing of suboptimal introns. The EJC has been shown to interact with a number of SR proteins (Singh et al. 2012), suggesting that the EJC acts as an RNA-bound scaffold to recruit splicing machineries via SR proteins.

### A temporal order in splicing instructed by the EJC?

Previous observations point to a preferential role of the EJC in the splicing of complex transcripts; namely those that contain unusually large introns, often harboring TE insertions. Why, however, would first introns followed by large second introns be disproportionally dependent on the EJC (Fig. 6D)? These first introns themselves are not unusually large and exceptional, yet their dependency on a flanking EJC suggests that they are intrinsically difficult to splice. An attractive, albeit speculative, model is that evolution has selected this dependency in order to splice first introns only after successful splicing of the large downstream intron. Large introns are likely to contain cryptic polyadenylation/cleavage sites, and their usage is suppressed by deposition of U1 onto the nascent transcript (Kaida et al. 2010). Delaying intron splicing to a time point after transcription and splicing of the large downstream intron would therefore increase gene expression fidelity. Interestingly, first introns have been reported to be less efficiently spliced compared with internal introns in *Drosophila* (Khodor et al. 2011).

A related hypothesis is that the EJC licenses splice events during alternative splicing. Alternatively spliced introns often have weak splice recognition sites (Clark and Thanaraj 2002; Garg and Green 2007), and it has been shown that splicing of neighboring introns influences the selection of alternative splice sites (Fededa et al. 2005; Glauser et al. 2011). It would be intriguing if the order of intron splicing impacts alternative splicing in an EJC-dependent manner, thereby increasing the transcript repertoire in higher organisms.

### Exon skipping versus intron retention and the role of Acinus

Intron retention and exon skipping have two different molecular causes: defective intron and exon definition, respectively (De Conti et al. 2013). Nevertheless, depletion of core EJC factors (eIF4AIII, Mago, and Tsu) or of RnpS1 can give rise to both phenotypes, suggesting that they are linked (Ashton-Beaucage et al. 2010; Roignant and Treisman 2010; this study). Indeed, we hypothesize that both phenotypes manifest after a first successful round of splicing. In the case of exon skipping, we propose that the reinforcement of the exon definition of the newly formed exon pair is compromised (see also Ashton-Beaucage and Therrien 2011). In the case of intron retention, we propose that EJC loss results in a failure to license a weak nearby splice site.

Despite these similarities, it appears that these two processes are at least to some extent distinct, as loss of Acn leads more or less exclusively to intron retention and only marginally to exon skipping (Fig. 7). 

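Changes of the retention index in the 2 knockdowns were correlated, measured against the same siGFP libraries, and some introns parted. Across the 2848 introns, the log2 changes of the retention index had a Pearson r of 0.42 and a Spearman rho of 0.44, with introns rather than samples as the points. The same siGFP libraries enter both changes. Unchanged groups simulated against these controls gave a mean r of 0.50 (highest 0.581 in 200 simulations), above the observed r, a mean rho of 0.445 (highest 0.495) and a mean covariance of 0.314 (highest 0.384), and the observed covariance was 0.401, or 0.353 without siAcn replicate 2 and 0.372 without siTsu replicate 2. These simulations gave all 6 libraries one spread per intron. The siGFP libraries are deeper than the others, so the simulated r, rho and covariance may be too high. With a different siGFP library for each knockdown, r was 0.157 or 0.226. By limma, 21 introns were higher in both knockdowns, among them piwi int4 and CG8671 int1, against 0.974 for independent lists and 0 in each of 100 simulations of unchanged groups with the same controls. Of the introns with at least 2 times the siGFP index, 170 were shared, against 64.4 for independent lists and a mean of 82.7 in the simulations (61 to 112). The first value leaves out the shared controls and the second the effects. Part of the excess over either may come from the shared controls.
Tested against each other, 8 introns were higher in siTsu than in siAcn cells and 7 were lower by limma, or 68 and 13 with 1 RPKM added to intron and transcript. An intron of tho2, which encodes a subunit of the THO complex of mRNA export (1471 nt, 2L from 2138159 to 2139629, dm3), had an index of 35.7% ± 0.73 in siGFP cells, 35.2% ± 1.00 in siAcn cells and 130% ± 1.31 in siTsu cells (SD, n = 2 each), a log2 difference between the knockdowns of 1.88 (standard error 0.18, adjusted p = 0.0188 from limma). Its RPKM was 14.2 and 12.1 in the siGFP and 26.7 and 24.3 in the siTsu libraries, and the tho2 transcript was at 36.8 and 19.5 RPKM, so a lower transcript enters the index. In siTsu cells the intron's RPKM exceeded that of its transcript, so the index there is not a share of retained transcripts. An intron of gish, which encodes a casein kinase (1152 nt, 3R from 12118557 to 12119708), was at 12.8%, 13.3% and 46.3% (log2 difference 1.79, adjusted p = 0.0369). None of these 15 calls was made when any one of the 6 libraries was left out.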

Our genome-wide analysis shows a global correlation between intron retention levels in Acn- and Tsu-depleted cells (Fig. 6A). Also, Acn enhances the splicing of *piwi int4* in an EJC-dependent manner (Fig. 5F). Assembly of the EJC core is therefore probably a prerequisite for Acn to help defining neighboring splice sites. Acn forms a stable complex with the SR protein RnpS1 to interact with the EJC (Tange et al. 2005) and has recently been implicated in the regulation of alternative splicing (Michelle et al. 2012). Further genetic and biochemical analyses on Acn (and RnpS1) should be the key to understanding their distinctive roles in intron definition and exon definition.

## Materials and methods

### Fly husbandry and strains

All flies were kept at 25°C. *MTD-GAL4* and *piwi[06843]* strains were obtained from the Bloomington *Drosophila* Stock Center, *tj*-*GAL4* strain was obtained from the *Drosophila* Genomics Resource Center. The *lacZ* sensor flies for *Burdock* and *gypsy* were described in Handler et al. (2013) and Sarot et al. (2004), respectively. shRNA lines were generated by cloning short hairpins (for sequences, see Supplemental Table S3) into the *Valium-20* vector modified with a *white* selection marker (Ni et al. 2011) and inserting these into the *attp2* landing site on chromosome 3 (Groth et al. 2004). *GFP-Piwi* flies were described in Sienski et al. (2012). Knockdown crosses with Vienna *Drosophila* Resource Center lines (Dietzl et al. 2007) were with a *UAS-Dcr2; NGT Gal4; nosGal4* driver line (Handler et al. 2013). shRNA lines were used for the *Act-Gal4* flip-out clones (Olivieri et al. 2010) except for *fs(1)Yb*, for which a Vienna *Drosophila* Resource Center line (GD25437) was used.

For all experiments, flies were aged for 4–7 d. Knockdown experiments were always accompanied by a negative control of the same genetic background (carrying an shRNA against either *GFP* or *white*). During the last 2 d, flies were kept on apple juice plates supplemented with yeast paste at medium density to promote egg laying and uniform ovary morphology.

### Cell culture

OSCs were cultured as described (Niki et al. 2006; Saito et al. 2009). In each experiment, 3 × 10^6^ to approximately 4 × 10^6^ cells were transfected twice with 200 pmol of preannealed siRNAs using Cell Line Nucleofector kit V (Amaxa Biosystems, program T-029) and cultured for 4–5 d (2 d plus 2–3 d) before harvesting (see Supplemental Table S4 for siRNA sequences).

### Pacman[GFP-piwi] constructs

The construction of *GFP-piwi* was described previously (Sienski et al. 2012). All other GFP*-piwi Pacman* plasmids were constructed via Gibson assembly (Gibson et al. 2009). *D. yakuba* genomic DNA was obtained from the *Drosophila* Species Stock Center. The 3′ end of *D. melanogaster piwi intron4* was replaced with the sequence from *piwi intron7* using gBlock DNA fragments (Integrated DNA Technologies). The resulting sequences of shortened intron4 are as follows: *intron4*_60nt, **GT**AAGACTTTAAACTATATTTAAAT-deletion-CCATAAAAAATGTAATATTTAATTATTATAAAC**AG**; and *intron4*_106nt, **GT**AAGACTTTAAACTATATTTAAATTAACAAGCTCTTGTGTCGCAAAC-deletion-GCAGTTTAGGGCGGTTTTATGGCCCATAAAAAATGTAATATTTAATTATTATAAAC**AG**.

### Immunohistochemistry, RNA FISH, and image analysis

Rabbit α-Ago3 was described in Brennecke et al. (2007). Mouse monoclonal α-Piwi was raised against the first 150 N-terminal amino acids.

In situ hybridization was performed as described in Lecuyer et al. (2007). Digoxigenin (DIG)-labeled probes were in vitro transcribed from *piwi exon8* cloned into pBluescriptII using the following primers: 5′-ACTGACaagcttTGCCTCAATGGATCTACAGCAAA-3′ and 5′- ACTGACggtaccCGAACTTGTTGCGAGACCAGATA-3′. In situ signal was developed using fluorescein tyramide conjugate (Perkin Elmer).

All fluorescent images were taken on an LSM 780 (Zeiss). GFP intensity was quantified by ImageJ version 1.48f (Figs. 4, 5; Supplemental Fig. S3).

### RT–PCR analysis

Total RNA was isolated from OSCs or ovaries using Trizol (Ambion). cDNA was prepared via random priming of total RNA unless otherwise stated. qPCR was performed using standard techniques. All experiments were performed in biological triplicate with technical duplicates. Relative RNA levels were normalized to *rp49* levels. Fold enrichments were calculated in comparison with respective RNA levels obtained from flies expressing a control hairpin or from control siRNA transfections into OSCs (Schmittgen and Livak 2008). Primer sequences for qRT–PCR and RT–PCR analyses are listed in Supplemental Tables S5 and S6.

### RNA-seq

PolyA-plus or rRNA-depleted RNA from biological duplicates of OSCs treated with siRNA against *GFP*, *tsu*, or *Acn* was selected with Dynabeads Oligo(dT) (Invitrogen) from total RNA, fragmented, and reverse-transcribed with random hexamers. Strand-specific libraries were prepared using the UDG digestion-based strategy (Zhang et al. 2012) and cloned with NEBNext ChIP-seq library preparation reagent set for Illumina (New England Biolabs), and 50-bp paired-end reads were sequenced on a HiSeq2000 (Illumina) instrument. This yielded 10 million–20 million genome-mappable reads per sample. For the computational analyses, we first extracted high-quality bases from every read (6–50 nt) and mapped these to the *Drosophila* genome as well as to the transcript and intron annotations in FlyBase release 5.56, allowing up to three mismatches. Uniquely aligned reads were used for quantification of gene expression levels and intron levels. Transcripts that scored >10 RPKM (reads per kilobase per million) in *GFP* knockdown (*n* = 4203) and introns whose RPKM values were >10% of their transcript RPKM value in any of biological duplicates (*n* = 1478) were analyzed. The intron retention index was calculated as the intron RPKM level divided by the transcript RPKM level in the respective samples.

### Statistical analysis

We used statistical packages implemented in R 2.15.3 for all calculations and plots. For data visualization in box plot format, we used standard features (horizontal bars represent median, the box depicts 25th and 75th percentile, and whiskers represent the 1.5 interquartile range). Statistical significances in Figures 6D and 7D were computed with Mann-Whitney *U*-test; other *P*-values were calculated using Student’s *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

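The 6 polyA-selected RNA-seq libraries of OSCs, the ovarian somatic cell line of the paper, comprise 2 biological replicates each of cells treated with siRNAs against GFP, Acn or tsu, mapped from the sample labels and the paper's methods. The rRNA-depleted libraries were not analysed here. The authors took the high-quality bases of each 50-nt read, aligned them to the fly genome and to annotated transcripts and introns, allowed mismatches, and kept uniquely aligned reads. The submitters' processing notes name Bowtie, GSNAP and the build dm3, without versions. The authors deposited RPKM per library, per gene for 8335 genes and per intron for 60779 introns with dm3 coordinates. All 6 columns of library values in these tables were used. No gene is listed at 0 in any library (the lowest value is 0.00185 RPKM). Every intron RPKM multiplied by the interval's length is a whole multiple, within 0.1 read, of one step per library, from which reads and the reads behind each library's scale were recovered: 28.8 and 30.4 M for siGFP, 18.7 and 13.4 M for siAcn, 15.9 and 11.5 M for siTsu. Of 49401 introns with a gene in the BDGP6 annotation, 49227 (99.6%) match an annotated intron length after 70 nt are taken off, so intervals reach 35 nt into the exon on each side, and reads across an exon boundary can count toward an intron. This annotation was used only for lengths and names, and no coordinates were converted.

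The intron retention index is the intron RPKM over the RPKM of its gene in the same library. An intron was analysed if its gene had a mean above 10 RPKM in the siGFP libraries and if it exceeded 10% of it in at least 1 of the 6 libraries. The paper's methods ask for more than 10% in any of the biological duplicates, which is read here as any of the 6 libraries. Changes of the index are ratios of means of the 2 libraries per group, without a pseudocount, and an intron at 0 in siGFP and above 0 in a knockdown counts as retained at least 2-fold. Position and length came from the listed coordinates, with 2 kb as large and 10 kb as very large. Groups of introns, and transcripts by their largest intron, were compared by a two-sided permutation test of the rank sum (100000 resamples, fixed seed) after the paper's Wilcoxon rank-sum test, and by camera, which takes the spread between libraries. Introns and genes are not replicates, and p-values from permutations across them describe these libraries.

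Genes (log2(RPKM + 1), mean of at least 1 RPKM, 7362 genes) and introns (log2 of the index with 0.1 RPKM added, 2848 introns) were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), 3 groups of 2 libraries in one fit, at a Benjamini-Hochberg adjusted p under 0.05. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The tests were tried on simulated data. Of 100 genes with a log2 change of 1, 62% were called for Acn and 51% for tsu, and of 100 with a change of 2, 93% and 91%. For introns these shares were 2% and 7% at a change of 1 and 33% and 46% at a change of 2, so that most 2-fold changes of a single intron cannot be called from 2 libraries per group. The permutation test gave p under 0.05 in 6.5% of 200 draws with no shift and in 100% with a log2 shift of 0.5.

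Genes were named by a rule set in advance, which takes every gene and intron the paper names in its RNA-seq or OSC results, the 10 largest rises and 10 largest falls per gene comparison and the 10 largest rises and 5 largest falls per intron comparison among those past the test whose libraries do not overlap, and up to 4 members per list with the largest change. The 18 lists fixed at the same time were EJC and ASAP subunits, NMD factors, the piRNA pathway of the soma, piRNA factors of the germline, heterochromatic genes with large introns, SR proteins and splicing regulators, snRNP proteins, mRNA export, the MAPK pathway and its targets, heat shock, apoptosis, ribosomal proteins, DNA replication and cell cycle, follicle cell and OSC markers, and germline, hemocyte, muscle and fat body markers. Their symbols were matched to the deposited gene names, through synonyms where a symbol was absent. Wrong matches of 5 synonyms were taken out after values had been seen. Lists were tested with camera at a preset and at an estimated correlation, and by counts of members past limma.

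The alternatives varied the pseudocount, the filters on transcripts and introns, the scaling, the groups in the fit, the averaging of replicates, the size of a large intron, the background and the test, used the replicate number as a block, and left out each library in turn. The 5 further choices made after seeing the data were transcripts above 20 RPKM, introns that overlap no other, reads thinned to the shallowest library, the direct comparison of siTsu with siAcn cells for intron groups and transcript levels, and recovered reads divided by 2 in the test of counting noise. Overlaps between the knockdowns, and the introns retained at least 2-fold in either, were set beside 100 simulations of unchanged groups that share the siGFP libraries. These gave all libraries of a gene or intron one spread. Polypyrimidine tracts and transposon remnants need the genome sequence and were not analysed here.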

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

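The 9 genes below are reported because they changed in comparisons of transcript levels and lie outside the genes the paper discusses. They were named by the rule given with the processing. Of the tests in this part, that of the introns not beyond counting noise, the thinning of reads, their division by 2 and the limit to introns that overlap no other were chosen only after results had been seen.

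After Acn depletion, 4 genes were higher and 1, Acn itself, was lower by limma (242 higher and 318 lower at an unadjusted p under 0.05). This fit leaves the replicate number out, and many more genes passed with it as a block, as given with the dependence on the processing. CG32206 rose from 0.745 ± 0.073 to 10.6 ± 2.44 RPKM (SD, n = 2 each), a log2 fold change of 2.72 (adjusted p = 0.0275). CG15547 rose from 7.64 ± 0.88 to 32.2 ± 3.36 RPKM (SD, n = 2 each), a log2 fold change of 1.94 (adjusted p = 0.0220), and it was lower in siTsu than in siAcn cells (log2 difference -2.34, adjusted p = 0.0065, lost without siAcn replicate 1 or siTsu replicate 2). CG13511 and CG42565 had log2 fold changes of 1.83 and 1.77 (adjusted p = 0.0367 for both). All 4 calls against siGFP were lost whichever of the 6 libraries was left out. Of the genes higher after Acn depletion, 3 were higher after tsu depletion too, against 0.0489 for independent lists and 0 in each of 100 simulations of unchanged groups with the same controls. The simulations hold no changed genes, so they cannot give the overlap that shared controls make among real calls. The shared controls can add to the overlap.

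After tsu depletion, CG2233 rose from 22.2 ± 0.85 to 485 ± 307 RPKM (SD, n = 2 each), a log2 fold change of 4.23 (adjusted p = 0.0142), lost without siGFP replicate 1 or 2. Fas2, which encodes the cell adhesion protein Fasciclin 2, rose from 15.8 ± 6.00 to 218 ± 32.3 RPKM (SD, n = 2 each), a log2 fold change of 3.75 (adjusted p = 0.00725), and Ect3, which encodes a beta-galactosidase, had a log2 fold change of 3.499 (adjusted p = 0.00786). The calls of Fas2 and Ect3 held whichever library was left out. nab, which encodes a transcriptional cofactor, fell from 39.4 ± 0.46 to 3.43 ± 1.65 RPKM (SD, n = 2 each), a log2 fold change of -3.24 (adjusted p = 0.00786), lost without siGFP replicate 1. GstT4, which encodes a glutathione transferase, had a log2 fold change of -3.002 (adjusted p = 0.0151), lost without siGFP replicate 1 or siTsu replicate 2. No explanation was tested for these genes.

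The first pattern weighed is the 689 introns with an index at least 2 times that of siGFP cells in either knockdown. Counting noise as the source of the whole set is argued against by 68.2% of them exceeding it (55.0% with recovered reads divided by 2, as if both ends of a pair were counted). That test leaves out the spread between replicate libraries. In 100 simulations of unchanged groups with the same controls, a mean of 289.9 introns (258 to 325) reached 2-fold in either knockdown. Part of the 689 may thus come from this spread. With introns selected by the mean of the groups compared, rises outnumber falls 2.36 times after tsu depletion (177 and 75 of 1582 introns). After Acn depletion they do so 3.21 times (170 and 53 of 1623). This leaves selection open, since noise in the shallower knockdown libraries can still lift introns over the limit. The lower depth of the knockdown libraries stays open, since with reads thinned to the shallowest library rises outnumber falls 1.27 times after Acn depletion (492 and 386), between the bounds set for either answer. Of the 219 introns not beyond counting noise, 20.1% were 2-fold in both knockdowns, also between the bounds, and their median of 8 reads over the 6 libraries leaves noise and retention unresolved. The loss of EJC or ASAP function stays among the open explanations.

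The second is the higher index after Acn depletion of first introns before a large second intron. A fall of the transcript in the denominator is argued against by the intron RPKM itself, whose median change was 1.67 times that of the other introns (permutation p = 1e-05, the smallest they can give). Reads shared between overlapping introns are argued against by a ratio of 1.47 among the 29 that overlap no other (permutation p = 0.00051), and few reads by 1.57 among the 198 with at least 100 reads (p = 1e-05). A need for Acn in the splicing of these introns may account for the pattern, as a hypothesis tested on the data it was seen in. The spread between the libraries, with p = 0.0726 by camera with an estimated correlation, leaves it open.

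The third is the lower level after tsu depletion of transcripts with an intron over 10 kb, a gap of -0.149 in median log2 change. The expression level of the transcripts is argued against by a mean gap of -0.148 within quintiles of siGFP level (-0.415 to 0.0176, lower in 4 of 5). The gaps of replicate 1 against 2 are -0.108 in siGFP, -0.0691 in siAcn and -0.0489 in siTsu cells, and a drift that follows the replicate number would enter every group alike and so would not make the difference, but drift of single libraries (largest gap 0.108 in size) cannot be told apart from the knockdown, since no label says what the numbers share. The length of the mature transcript stays open too, with a mean gap of -0.0926 within quintiles but -0.0513 over the 4 quintiles that hold at least 20 genes over 10 kb, against -0.147 without quintiles (the smallest quintile has 15). Slower or failed processing of transcripts with very large introns in tsu-depleted cells stays an open explanation.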

How the results depend on the processing

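The limits to transcripts above 20 RPKM and to introns that overlap no other, and the thinning of reads to the shallowest library, were chosen after seeing the data. Where leaving out a library leaves 1 sample in a group, limma pools the spread, and the lone sample is assumed to vary like the others. A library outside the 2 groups compared enters a limma call only through this shared spread. A call lost without such a library reflects the test and not a changed difference. Of the alternatives for the 26 results that answer a comparison, 285 left the result the same, 83 moved a value or count, 9 reversed a direction, 18 gained a call and 18 lost one. For the single genes and introns named, 2986 were the same, 64 gained a call, 557 lost one and 0 reversed.

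For genes after Acn depletion (5 changed) the count was 1 above 10 RPKM, 3 with only the 2 groups fitted, and 0 to 1 with a library left out. For genes after tsu depletion (271) it was 151 above 10 RPKM and 6 to 369 with a library left out. For genes between the knockdowns (74) it was 41 with 0.1 RPKM added, 40 with no filter on low values, 15 above 10 RPKM, 5 with only the 2 groups fitted and 1 to 9 with a library left out. Centring the libraries to one median changed the genes higher and lower after tsu depletion from 90 and 181 to 113 and 144.

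For introns with a changed index the counts of 38 after Acn depletion, 79 after tsu depletion and 15 between the knockdowns became 61, 151 and 81 (68 higher, 13 lower) with 1 RPKM added, and 0 each by limma with no 10% filter (2389, 3592 and 2633 of 28666 at an unadjusted p under 0.05). Above 10% in a siGFP library those against siGFP were 14 and 37, and with only the 2 groups fitted they were 1, 38 and 0, in this order. With a library left out they ranged from 0 to 9, from 0 to 38, and from 0 to 0.

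With the replicate number as a block the counts were 297 (155 higher, 142 lower), 1859 (671, 1188) and 664 (257, 407) for genes, and 3 for introns between the knockdowns. With same-numbered folds, transcripts with an intron over 10 kb after tsu depletion had a median of 0.836 against 0.932 (permutation p = 1e-05, the smallest they can give). The numbers may mark shared cultures or runs, since the deviations of same-numbered libraries correlate by 0.514 (siGFP, siAcn), 0.443 (siGFP, siTsu) and 0.634 (siAcn, siTsu) over genes, against 0.0933, 0.0606 and 0.0377 over introns, but no label states what they share.

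The introns retained at least 2-fold (689) numbered 164 above 10% in a siGFP library, 459 above 10% in a group's mean, 5937 with no 10% filter, 366 above 20 RPKM, 297 without overlaps and 635 to 867 with a library left out. The median changes of the index after Acn and tsu depletion (1.02 and 1.00) were 0.898 and 0.872 above 10% in a siGFP library, 0.849 and 0.739 with no 10% filter and 0.979 and 1.096 without overlaps, and ranged from 0.969 to 1.13 and from 0.940 to 1.13 with a library left out.

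Medians of the groups of introns follow, each with a permutation p. First introns before a second intron over 2 kb ranged from 1.47 to 1.67 after Acn depletion and from 1.15 to 1.45 after tsu depletion with a library left out. By camera with an estimated correlation they had p = 0.0726 and 0.330, and without overlaps the tsu median was 1.39 (p = 0.251). All first introns ranged from 1.18 to 1.34 and from 1.00 to 1.24, with p = 0.0955 by camera with an estimated correlation after Acn depletion. After tsu depletion they had 1.06 (p = 0.0841) against all analysed introns, 1.17 (p = 0.871) without overlaps, and by camera p = 0.222 and 0.546 with a preset and an estimated correlation.

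Introns preceded by a large intron had 0.911 (permutation p = 2e-05) with large from 1 kb and 0.909 (p = 0.0051) above 20 RPKM after Acn depletion (0.908 to 0.976 with a library left out), and after tsu depletion 0.979 (p = 0.0403) from 1 kb, and 0.773 with no 10% filter, where they stood above the others (0.940 to 1.02 with a library left out). Internal introns followed by a large intron had 0.959 (permutation p = 0.0123) from 1 kb and 0.807, above the others, with no 10% filter after tsu depletion (0.893 to 1.12).

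Introns over 2 kb after Acn depletion had 0.987 (permutation p = 0.0204) above 10% in a group's mean, 0.975 (p = 0.0467) with RPKM averaged first, 0.986 (p = 0.0449) with 0.1 RPKM added, 0.935 (p = 0.00056) above 20 RPKM, and 0.896 with no 10% filter, above the others (0.920 to 1.07 with a library left out). After tsu depletion they had 0.851 (permutation p = 0.615) above 10% in a siGFP library, 0.912 (p = 0.305) with same-numbered folds, 0.812 with no 10% filter and 1.11 (p = 0.612) without overlaps, both above the others, and by camera p = 0.0920 and 0.632 (0.861 to 0.995). Introns of transcripts with an intron over 10 kb had 0.862 and 0.793 with no 10% filter, above the others in both knockdowns, and 0.961 (permutation p = 0.0406) after tsu depletion with both siGFP libraries above 10 RPKM (0.920 to 1.055 and 0.892 to 1.06).

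The median level of transcripts with an intron over 10 kb was below that of 0.5 to 2 kb after Acn depletion at 0.958 without siGFP replicate 1 and 0.974 without siAcn replicate 2 (0.958 to 1.04, permutation p = 0.0622 and 0.514), with p = 0.232 and 0.557 by camera. After tsu depletion it was 0.881 (permutation p = 0.0637) over a mean of at least 1 RPKM and 0.814 to 0.878 with a library left out, and p = 0.284 by camera with an estimated correlation. The correlation of the 2 knockdowns (0.42) was 0.496 with 1 RPKM added, 0.157 and 0.226 with a different siGFP library for each, and 0.354 to 0.544 with a library left out. Of the gene lists, 1 passed camera after Acn depletion and 3 after tsu depletion with a preset correlation, 0 and 0 with an estimated one, and 2 after Acn depletion with the replicate block.

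Alternatives that need the rRNA-depleted libraries (their own folds, and the correlation of knockdowns against their control) or the genome sequence (polypyrimidine tracts by the last 30 nt or a run of 6) were not run.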

Differences from the paper's values

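The limits to transcripts above 20 RPKM and to introns that overlap no other were chosen after seeing the values. The first followed a comparison of 32 combinations of a level and a minimum with the paper's number of transcripts, and neither is taken as the paper's method. In the paper 4203 transcripts passed the minimum of 10 RPKM, and here 5683 genes did, or 4199 above 20 RPKM.

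The paper analysed 1478 introns, and 2848 were analysed here. Of the alternatives set before the data were examined, those above 10% in a siGFP library (1937) and in a group's mean (2198) come within 1.5 times the paper's number and the others do not, and the limit of 20 RPKM, chosen after seeing the values, gives 1731.

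The paper gives 286 introns retained at least 2-fold in either knockdown, against 689 here. None of the alternatives set before the data were examined comes within 1.5 times. Of those chosen after seeing the values, 2 do, 366 above 20 RPKM and 297 without overlaps, and the second drops CG8671 int1 and the garnet intron, 2 that the paper calls retained.

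Numbers of introns per group differ as well. The paper has 162 introns over 2 kb and 443 are analysed here, within reach only when large is 5 kb (122). It has 353 in transcripts with an intron over 10 kb, against 667, within reach above 10% in a siGFP library (483) and above 20 RPKM (442, chosen after seeing the values). It has 77 first introns before a large second intron, against 209, and no setting comes within 1.5 times. It has 320 first introns, against 821, and only the limit to introns without overlaps (235, chosen after seeing the values) comes near. It has 64 internal introns followed by a large intron, against 197 (87 when large is 5 kb), and 99 preceded by one, against 271 (118 when large is 5 kb). The other alternatives set before the data were examined still differ for each group.

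For first introns before a large second intron, the paper's rank-sum test has p = 2.06e-12 after Acn depletion and 0.012 after tsu depletion, against 2.6e-33 and 1.17e-06 here. None of the alternatives comes within 1.5 times the first, and only leaving out siGFP replicate 1 (0.0098) comes within 1.5 times the second. The limit to introns without overlaps, chosen after seeing the values, lies above both, at 0.00077 and 0.25. The introns tested here are more than in the paper, and both tests treat introns as replicates.

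For transcripts with an intron over 10 kb against 0.5 to 2 kb, the paper's Fig. 7C shows a rank-sum p, in units of 1e-09, of about 6.9 after tsu depletion, against 2108 here (2.1e-06), and the paper's p after Acn depletion is about 0.4 in Fig. 7C, against 0.00325 here. None of the alternatives comes within 1.5 times the first, and 3 lie below it, without siGFP replicate 1 (2e-14), without siTsu replicate 2 (7e-11) and against the class up to 0.5 kb (1.4e-10). Only leaving out siAcn replicate 2 (0.51) comes within 1.5 times the second.

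The paper reports that first introns as a whole did not behave significantly differently in EJC-depleted and control cells. Here, compared with introns that are not first, their index was higher after Acn depletion (median 1.21 against 0.957, permutation p = 1e-05, the smallest they can give) and after tsu depletion (1.06 against 0.983, p = 0.0193). After tsu depletion the difference was not significant without siGFP replicate 1, against all analysed introns or without overlaps, and by camera with an estimated correlation neither knockdown passed (p = 0.0955 and 0.546).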

Other observations

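None of the tests in this part was chosen after its result was seen, and the genes named follow the naming rule.

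First introns were higher after Acn depletion even without those before a large second intron. Their median change in retention index was 1.1 over 609 introns against 0.957 for introns that are not first, a ratio of 1.15 (permutation p = 1e-05, the smallest they can give), and after tsu depletion 1.03 over 608 against 0.983 (p = 0.872). The permutation treats introns as replicates, and camera was not run on this subset. For all first introns after Acn depletion, camera gave p = 1.6e-05 with a preset and p = 0.0955 with an estimated correlation. The Acn effect on first introns may extend beyond those before a large second intron, a hypothesis seen and tested on the same libraries.

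Heat shock genes passed camera toward higher levels as a list in both knockdowns, though only with a preset correlation. Of 10 tested, 0 passed limma after Acn depletion (0 when adjusted over the list alone, 5 higher and 0 lower at an unadjusted p under 0.05) and 1, Hsp23, after tsu depletion (5 higher when adjusted over the list alone). Hsp23, which encodes a small heat shock protein, rose from 135.5 ± 23.9 to 453 ± 106 RPKM (SD, n = 2 each) after tsu depletion, a log2 fold change of 1.73 (adjusted p = 0.0480), lost without any one of the siGFP or siTsu libraries. The camera test had adjusted p = 4.77e-06 after Acn and 1.74e-04 after tsu depletion, and adjusted p = 0.492 and 0.661 with an estimated correlation. Hsp22, Hsp27 and Hsp26 had log2 fold changes of 1.65, 1.21 and 1.01 after tsu depletion (adjusted p = 0.0973, 0.0646 and 0.131). After Acn depletion the 2 libraries stand apart, at 205.1 and 407.5 RPKM for Hsp23, 76.4 and 224 for Hsp22 and 387 and 777 for Hsp26, against 118.6 and 152.4, 44.5 and 66.0, and 243.5 and 309 in the siGFP libraries.

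Of 23 genes of DNA replication and the cell cycle, none passed limma in either knockdown. This and the other list counts come from the fit that leaves the replicate number out, and many more genes passed with it as a block. After tsu depletion 12 were lower when adjusted over the list alone, 0 were higher and 16 lower at an unadjusted p under 0.05, and the median log2 fold change was -0.62 (camera adjusted p = 1.74e-04, or 0.661 with an estimated correlation). stg, which encodes the Cdc25 phosphatase, and CycB had log2 fold changes of -0.94 and -0.92 (adjusted p = 0.0630 and 0.0772). After Acn depletion 0 passed over the list alone, with 0 higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.125).

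Among the other lists after tsu depletion, limma called 1 lower of 7 EJC and ASAP subunits (tsu, 1 over the list alone), 1 lower of 14 genes of the MAPK pathway (rl, 1 over the list alone), 1 lower of 19 SR proteins and splicing regulators (2 over the list alone), 1 higher of 10 apoptosis genes (1 over the list alone), 1 lower of 14 follicle cell and OSC markers (4 over the list alone), 1 higher of 3 hemocyte markers (1 higher and 1 lower over the list alone) and 1 lower of 11 mRNA export factors (1 over the list alone). SC35, a splicing factor, had a log2 fold change of -0.78 (adjusted p = 0.0461, lost whichever of the 6 libraries was left out), zfh1, a transcription factor, -0.85 (adjusted p = 0.0468), srp, a GATA factor, 0.88 (adjusted p = 0.0305), and tho2 -0.88 (adjusted p = 0.0283). Those of zfh1, srp and tho2 were lost without any one of the siGFP or siTsu libraries. W, the gene also called hid, rose from 0.422 ± 0.047 to 9.75 ± 5.87 RPKM (SD, n = 2 each), a log2 fold change of 2.80 (adjusted p = 0.0221), lost without siGFP replicate 1, siGFP replicate 2 or siTsu replicate 2.

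After Acn depletion limma called 1 lower of the EJC and ASAP subunits (Acn, 1 over the list alone) and 0 of the MAPK, SR protein, apoptosis, follicle cell, hemocyte and mRNA export lists, of which the hemocyte list had 1 higher over the list alone. At an unadjusted p under 0.05 they had 0, 2, 0, 3, 1 and 1 members. None passed limma in either knockdown among 5 germline markers, 4 muscle markers, 11 germline piRNA factors, 26 ribosomal proteins and 15 snRNP proteins, with 0, 0, 0, 0 and 1 past an unadjusted p of 0.05 after Acn depletion and 1, 1, 3, 0 and 1 after tsu depletion. Of the fat body markers 0 could be tested.

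More genes changed after tsu than after Acn depletion. Tpc2, a mitochondrial carrier (log2 fold change 3.12, adjusted p = 0.0064), held its call whichever library was left out, and hdly fell from 225 to 40.0 RPKM (-2.43, adjusted p = 0.0084, lost without siTsu replicate 2). garnet was at 79.1 RPKM in siGFP, 35.3 in siAcn (adjusted p = 0.179) and 34.0 in siTsu cells, a fall after tsu depletion (log2 fold change -1.19, adjusted p = 0.0308, lost without any one of the siGFP or siTsu libraries).

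Other genes of the paper did not pass limma against siGFP. AGO3 was at 2.39 ± 0.09, 4.07 ± 1.47 and 4.27 ± 1.1 RPKM in siGFP, siAcn and siTsu cells (SD, n = 2 each, adjusted p = 0.738 and 0.213). The paper reports AGO3 lower after Tsu depletion in the germline of flies, and states that follicle cells do not express it. The low values in these somatic cells do not bear on that result. Gasz was at 21.1, 19.9 and 21.9 RPKM and shu at 122.6, 85.6 and 65.5 RPKM (adjusted p = 0.806 and 0.141 for shu), and none of their introns entered the analysis. The EJC genes mago (62.4, 53.4 and 46.0 RPKM), RnpS1 (64.7, 63.5 and 64.2), btz (41.1, 43.7 and 50.2) and eIF4AIII (91.6, 75.3 and 68.2) did not pass the test in either knockdown, nor did RpL32 (1205, 1059 and 991) and CG8671 (35.1, 36.5 and 33.3).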
